# A developmental basis for the anatomical diversity of dermis in homeostasis and wound repair

**DOI:** 10.1002/path.5589

**Published:** 2020-12-04

**Authors:** Ivy Usansky, Patrycja Jaworska, Ludovica Asti, Fiona N Kenny, Carl Hobbs, Vasiliki Sofra, Hanfei Song, Malcolm Logan, Anthony Graham, Tanya J Shaw

**Keywords:** skin, development, embryogenesis, neural crest, mesoderm, lateral plate, paraxial, tissue repair, regeneration, regional, anatomy

## Abstract

The dermis has disparate embryonic origins; abdominal dermis develops from lateral plate mesoderm, dorsal dermis from paraxial mesoderm and facial dermis from neural crest. However, the cell and molecular differences and their functional implications have not been described. We hypothesise that the embryonic origin of the dermis underpins regional characteristics of skin, including its response to wounding. We have compared abdomen, back and cheek, three anatomical sites representing the distinct embryonic tissues from which the dermis can arise, during homeostasis and wound repair using RNA sequencing, histology and fibroblast cultures. Our transcriptional analyses demonstrate differences between body sites that reflect their diverse origins. Moreover, we report histological and transcriptional variations during a wound response, including site differences in ECM composition, cell migration and proliferation, and re‐enactment of distinct developmental programmes. These findings reveal profound regional variation in the mechanisms of tissue repair. © 2020 The Authors. *The Journal of Pathology* published by John Wiley & Sons, Ltd. on behalf of The Pathological Society of Great Britain and Ireland.

## Introduction

Descriptions of the skin typically refer to the whole organ (epidermis, dermis and hypodermis from head to toe) as one entity. Skin is, however, specialised to fulfil functions specific to each part of the body. For example, dermal thickness, vascularisation, appendage density and abundance of adipose tissue are all features that vary with location. Furthermore, there are differences between skin regions with respect to wound healing and disease states [1, 2, 3].

The dermis is instructive during embryonic development, specifying the patterning of epidermal appendages such as hair follicles and glands [4]; for this reason, our attention is focused on this layer. The dermis is a dense, irregular, soft connective tissue, that is vascularised, innervated and provides important immunological defence [1]. The bulk of the dermal ECM, which dictates the physical features of the skin such as the flexibility and resilience in health and stiffness in scars, is largely the product of dermal fibroblasts, the main structural support cell of the tissue. Importantly, fibroblasts are a heterogeneous population of cells [5]. There is ‘local heterogeneity’, or in other words, at a single skin site there are multiple fibroblast lineages that are spatially and functionally distinct. For example, papillary fibroblasts located in the upper dermis are less scar‐prone compared with reticular (deep) fibroblasts that contribute to early repair and scar formation [6, 7]. Moreover, a ‘regional heterogeneity’ has been discovered in cultured fibroblasts harvested from sites across the body, with cells having specific *Hox* gene expression patterns encoding their positional identity within the body plan [8, 9]. However, one crucial aspect of regional heterogeneity that has been largely overlooked is the developmental origin of the tissue; the facial dermis is uniquely derived from the neural crest, whereas the dermis of the rest of the body is derived from mesoderm (abdomen/limbs from the lateral plate mesoderm, back from somitic mesoderm) [1]. We hypothesise that the embryonic origin of the dermis has a significant effect on adult tissue biology, including its response to wounding.

To test the hypothesis that dermis embryonic origin underpins regional characteristics of skin, we carried out RNA sequencing (RNA‐seq) of whole adult skin, during homeostasis and wound repair, comparing three anatomical sites representing the distinct embryonic tissues from which the dermis can arise. Our findings define transcriptional and functional differences between sites and demonstrate profound implications for wound repair.

## Materials and methods

### Animals

All experiments were conducted according to UK Home Office regulations. CD‐1 mice were obtained from colonies at King's College London. For wound experiments, age‐matched mice (7 weeks of age) were anaesthetised and given an analgesic, then shaved and subjected to one (cheek) or two (abdomen/back) 2 mm diameter full‐thickness excisional wounds at a single site using biopsy punches. Cheek wounds were made over the zygomatic arch in the region between the eye and the ear. This approach wounded external skin only, to the depth of the deep fascia, and did not involve the oral mucosa or affect observable feeding behaviour.

### Fibroblast cell cultures

Skin was harvested from multiple sites of 3‐week‐old mice. Unless indicated otherwise, all culture solutions were from Sigma‐Aldrich UK/Merck (Gillingham, UK). All cultures were in high‐glucose DMEM +10% FBS (Hyclone, Thermo Fisher Scientific, Loughborough, UK) with 4 mm l‐glutamine, 1 mm pyruvate and penicillin (100 U/ml)/streptomycin (0.1 mg/ml). For explants, whole skin was diced (<1 mm^2^ fragments) and allowed to adhere (30 min, 37 °C) before adding medium and allowing outgrowth. For enzymatic digestion, tissue was de‐epithelialised using 1% Dispase II (Merck); the dermis was then processed using a Human Skin Dissociation kit (Milenyi Biotec, Bisley, UK). Phase‐contrast images were captured using an EVOS Cell Imaging System (Life Technologies, Loughborough, UK).

### RNA extractions

All RNA extractions were performed using the Total RNA RNeasy Mini Kit (Qiagen, Manchester, UK). Tissue was harvested using a biopsy punch (2 mm diameter) and immediately frozen in liquid nitrogen. Subsequently, tissues were thawed in lysis buffer and dissociated using a QIAshredder (Qiagen). For validation of homeostasis gene expression, new (paired) skin samples were collected and fresh RNA extracted. Validation of wound results was carried out on the same RNA as was sequenced. For fibroblast RNA collection, early passage cells (<P3) were scraped directly into lysis buffer.

### RNA sequencing

Total RNA was provided to BGI (Yantian District, Shenzhen, PR China) for RNA quality control (Agilent Bioanalyzer 2100), library construction and sequencing using their BGISEQ‐500 platform (pair‐end reads of 100 bp). Complete data have been deposited in the NCBI Gene Expression Omnibus database, accession number GSE151850.

### Bioinformatics

Initial data analysis was handled by BGI. Data were filtered, then mapped to the reference mouse genome GRCm38/mm10 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/ accessed October 2019) using HISAT2 (V2.0.4)[10]. Clean reads were mapped using Bowtie2 (v2.2.5)[11] and then calculated using RSEM software (v1.2.12)[12]. Differentially expressed genes were calculated using DEseq2, as described previously [13]. Differentially expressed genes were further analysed in‐house; principal component analysis and hierarchical clustering were performed using MeV software [14], Venn diagrams generated using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/), and graphs plotted with Graphpad Prism 8 (San Diego, CA, USA). An enrichment analysis was performed using g:Profiler [15].

### Reverse transcription and quantitative PCR

RNA was reverse transcribed using RNase H‐minus MMLV reverse transcriptase (ThermoScientific/Life Technologies). Diluted cDNA (1:10) was amplified in a Qiagen Rotor‐Gene Q using Bioline Sybr‐Green SensiMix (Meridian Biosciences, Memphis, TN, USA) with gene‐specific primers (Merck; Table 1). Cycling conditions were: 95 °C for 10 min, followed by a 45‐cycle run (95 °C for 15 s, 60 °C for 30 s, 72 °C for 30 s). Transcript abundance was quantified against a standard curve of pooled mouse cDNA (six × five‐fold dilution series) and normalised to *Fn1* expression (for wound tissue experiments) or *Actb* (for homeostasis tissue and cell culture), which were similarly quantified against a curve.

**Table 1:** Primer sequences used for RT‐qPCR.

Gene symbol	Forward oligo sequence (5'‐3')	Reverse oligo sequence (5'‐3')
*Tbx5*	AACAGTAGCAGCTAGCTTGGG	TGCCCGCGCGAGGTT
*Zic1*	AGCGACAAGCCCTACCTTTG	TGAGCCCTGAGAAGAGGACT
*Hoxb6*	TGTTCGGAGAGACCGAGGAG	AGGGTCTGGTAGCGTGTGTA
*Spp1*	TCTGATGAGACCGTCACTGC	AGGTCCTCATCTGTGGCATC
*Tgfb1*	AAGTGTGGAGCAACATGTGGAA	CAAGAGCAGTGAGCGCTGAA
*Tnc*	CAGTCAGGGCGTTAACTGGT	TGGAATTAATGCCCGCTTAC
*Timp1*	ATAGCTTCCAGTAAGGCCTGTAGCT	GTACCGGATATCTGCGGCATT
*Fn*	AGACAATGCCGTGGTCCTAACA	GAGTTGGCGGTGATATCAGAAGA
*Actb*	GCTACAGCTTCACCACCACAG	GGTCTTTACGGATGTCAACGTC

### Cell‐derived matrices

Cell‐derived matrices were established by plating fibroblasts at a confluent density on gelatin‐coated and cross‐linked coverslips (~1 × 10^5^/well in a 24‐well plate) as described previously [16]. After cells adhered overnight, the medium was supplemented with 50 μg/ml ascorbic acid, and the culture maintained for 8 days, with medium changed every 48 h. Matrices inclusive of cells were fixed (4% paraformaldehyde, PFA) and immunostained for fibronectin.

### Immunostaining

For Ki67 analysis, immediately after tissue enzymatic digestion (passage 0), fibroblasts were plated onto gelatin‐coated coverslips. After 3 days, cells were fixed (4% PFA) and immunostained. Coverslips were washed and cells permeabilised with PBS + 1% Triton X‐100, blocked using 0.3 m glycine, then washed again. Samples were then blocked in 10% goat serum + 0.5% BSA (Merck) before adding the primary antibody (Abcam, Cambridge, UK; ab16667 diluted 1:500) for overnight incubation. Cell‐derived matrix samples were blocked in 4% BSA, before adding the primary antibody (Abcam; ab23750 diluted 1:1000). The following day, coverslips were washed with PBS, then secondary antibody (goat anti‐rabbit Alexa Fluor 546, Life Technologies; A‐11010 diluted 1:750) was added for 1 h at room temperature, followed by DAPI (Merck; diluted to 1 μg/ml) for 10 min. Coverslips were rinsed with PBS then deionised H_2_O prior to mounting with DAKO Fluorescence Mounting Medium (Agilent, Santa Clara, CA, USA). For Ki67, images were acquired using an Axioplan II (Zeiss, Cambridge, UK). Cell‐derived matrices were imaged using an LSM880 inverted confocal microscope (Zeiss). For Ki67 analysis, one randomly selected field of view from three coverslips/site representing three independent cell/mouse isolations were assessed (Ki67‐positive/total nuclei). The percentage of Ki67‐positive cells was plotted and compared using the non‐parametric Friedman test and Dunn's multiple comparisons test.

### Histology and collagen assays

Skin samples were fixed in 4% PFA, dehydrated in ethanols and embedded in paraffin according to standard protocols. Tissue sections cut at 5 μm were stained with H&E or Haematoxylin Van Gieson (HVG). Images were captured using a Zeiss Axioplan II and processed using FIJI [17] and Adobe Illustrator (San Jose, CA, USA). For second harmonic generation imaging, rehydrated paraffin‐embedded sections were mounted using DAKO Fluorescence Mounting Medium and imaged using a Zeiss 7MP multiphoton microscope.

The Sircol Collagen Assay (Biocolor, Carrickfergus, UK) was used according to the manufacturer's instructions to analyse 4 mm diameter biopsy punches (three mice, three sites each) for pepsin‐soluble (0.1 mg/ml pepsin in 0.5 m acetic acid at 4 °C overnight), insoluble and total collagen.

## Results

### A transcriptional memory of developmental origin in homeostasis

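RNA from 2 mm full-thickness punches of unwounded skin of CD-1 mice, an outbred stock, was sequenced with paired-end reads of 100 bases on a BGISEQ-500 instrument. The mice were 7 weeks old at wounding, and each mouse contributed skin from a single site, so the 4 libraries each of abdomen, back and cheek skin came from 12 mice. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library), calculated per library with RSEM and rounded to 2 decimals, for 18368 genes. The FPKM values summed to between 490830 and 561753 per unwounded abdomen library (median 533872), to between 519018 and 548455 for back (median 532007) and to between 525638 and 541292 for cheek (median 535002). FPKM values carry no fragment counts, so the sequencing depth is unknown and no counting error can be attached to a value. Values were log2-transformed after adding 0.5 FPKM, and the 13956 genes with at least 0.5 FPKM in at least 4 of the 12 unwounded libraries were tested. Sites were compared in a linear model with limma, with variances moderated towards a trend with expression and made robust to outlying genes. The p values were adjusted by the Benjamini-Hochberg method over the tested genes, separately for each pair of sites.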

To investigate the transcriptional differences in skin from anatomical sites with distinct embryonic origins, we performed RNA‐seq on full‐thickness skin biopsies from the abdomen (lateral plate mesoderm‐derived), back (paraxial mesoderm‐derived) and cheek (craniofacial, neural crest‐derived) (Figure 1A). A comparison of the signatures across sites revealed that, of the 18 271 genes detected (full dataset accessible at: GSE151850), approximately 15% (2901) differed significantly at a threshold of adjusted *P* value (padj) < 0.05. 

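Of the 18368 genes in the deposited table, 17861 were above 0 FPKM in at least 1 unwounded library. Among the 13956 tested genes, 686 (4.92%) had a limma adjusted p under 0.05 in at least 1 pair of sites. The count moved most, to 2802 genes, when the 12 wound libraries were added to the same model as 3 further groups. Leaving out each mouse in turn gave between 254 genes (without abdomen mouse 2) and 1049 genes (without abdomen mouse 4). Back differed from abdomen in 373 genes, of which 74 were higher and 299 lower in back. Cheek differed from abdomen in 358 genes (186 higher and 172 lower) and from back in 147 genes (78 higher and 69 lower). Without adjustment, 3072, 2650 and 3008 genes respectively had a p under 0.05. The median log2 fold change over all tested genes was -0.12 for back against abdomen and 0.14 for cheek against back, and median-ratio scaling brought these medians to 0.0041 and 0.010. The split into higher and lower genes also changed with scaling. With median-ratio scaling, 80 genes were higher and 129 lower in back than in abdomen, 104 higher and 174 lower in cheek than in abdomen, and 38 higher and 119 lower in cheek than in back. With quantile normalization, the corresponding splits were 78 and 190, 131 and 291, and 30 and 102.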

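Principal components of the 12 unwounded libraries were calculated from log2(FPKM + 0.5), once over all 13956 tested genes and once over the 686 genes that differed between sites. Over all tested genes, the first component held 31.1% of the variance and site accounted for 64.5% of the spread along it, while the second held 23.2%, with 49.0% by site. Abdomen mice 2 and 3 lay at -60.2 and -44.2 on the first component, against -6.6 and -5.7 for abdomen mice 1 and 4. On the second, cheek mouse 4 lay at -62.2 and the next library, cheek mouse 3, at -20.3. Among unwounded libraries, these abdomen mice had the lowest skeletal muscle marker scores and cheek mouse 4 the highest growing hair follicle score. The shares by site thus rest in part on single libraries that differed in tissue content. Over the 686 genes, the components held 47.0% and 37.8% of the variance, and site accounted for 96.2% and 90.9% of their spread. These genes were selected for differing between the same libraries. The mean silhouette width, which compares each library's distance (1 minus Pearson's r) to its own site with that to the nearest other site, was 0.170 over all tested genes. It was the highest of the 5775 ways of dividing 12 libraries into 3 groups of 4 (exact permutation test, one-sided, p = 0.000173, the smallest p this design allows), and the highest other division gave 0.101. The mean width was 0.391 for back, 0.0904 for abdomen and 0.0280 for cheek, and the lowest single libraries had widths of -0.20 in abdomen and -0.15 in cheek. With other distances and pseudocounts the mean width stayed between 0.119 and 0.189, and with each mouse left out it stayed between 0.138 and 0.203. Over the 686 genes it was 0.786. Average-linkage clustering over all tested genes, divided into 3 branches, placed 7 of the 12 libraries with their site, and over the 686 genes it placed 12 of 12.

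**Figure D1:**
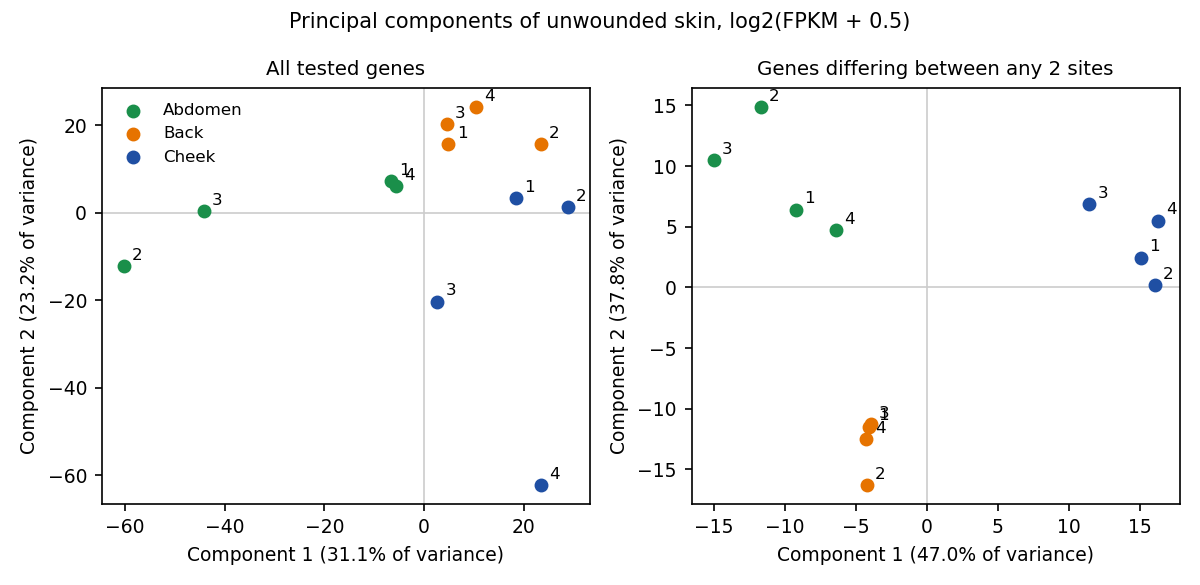
First and second principal components of the 12 unwounded libraries from log2(FPKM + 0.5), over all tested genes (left) and over the genes that differed between sites (right). Each point is a library, coloured by site and labelled by mouse number, and the axes give each component's percent of the variance (31.1% and 23.2% on the left, 47.0% and 37.8% on the right).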

A principal component analysis and hierarchical clustering of these genes (Figure 1B,C) revealed a clear separation of samples by site.

**Figure 1:**
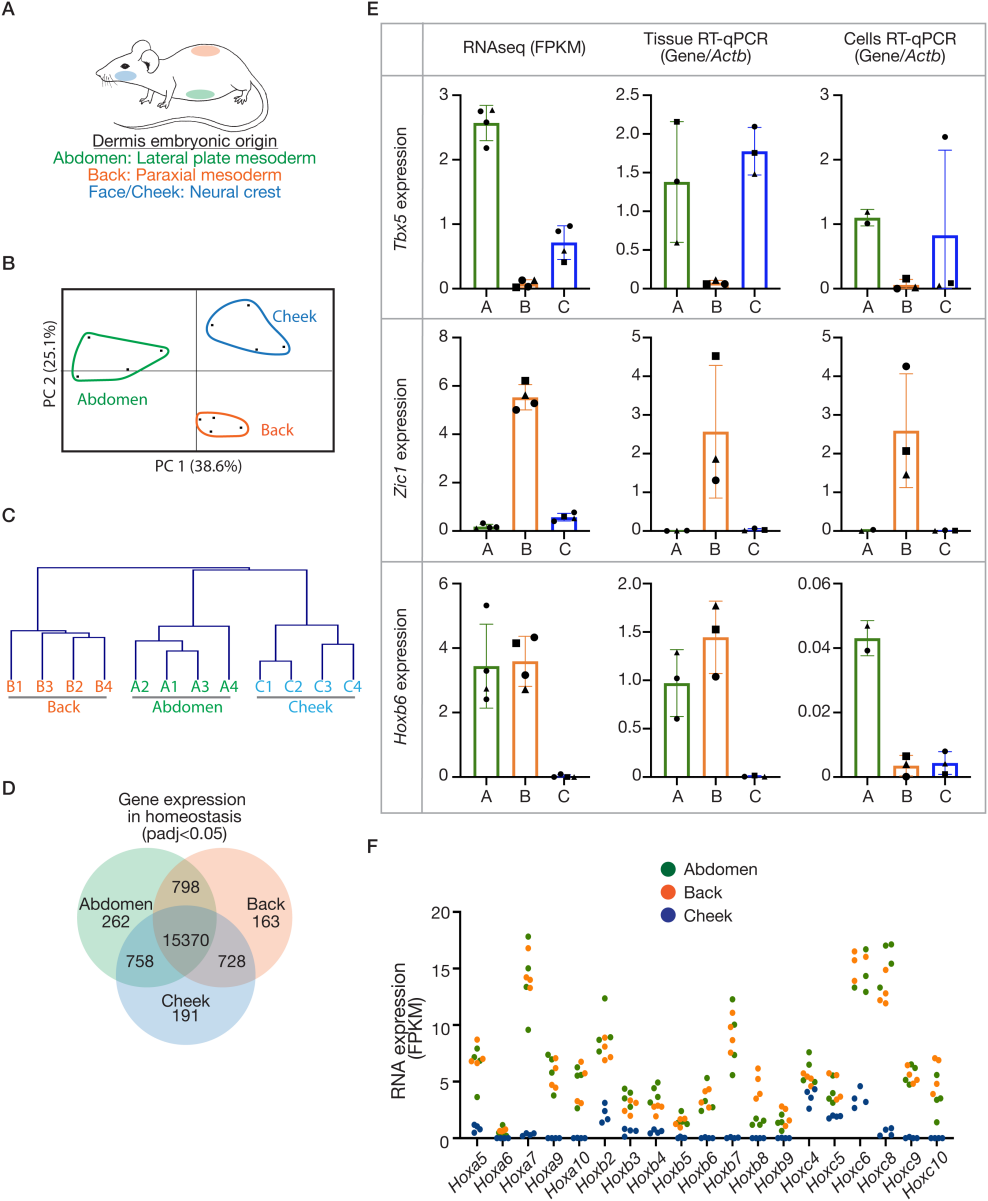
Anatomical variations in adult mouse skin in homeostasis. (A) Schematic of the embryonic origin of the dermis at different sites. (B) Principal component analysis and (C) hierarchical clustering based on gene expression of all genes significantly different between any site (padj < 0.05). (D) Venn diagram illustrating gene numbers with global or site‐specific expression (cut‐off: padj < 0.05. unpaired, two‐tailed, non‐parametric *t*‐tests). (E) RNA expression of ‘developmental genes’ relevant to the different sites, determined by RNA‐seq [fragments per kilobase per million mapped reads (FPKM), left], RT‐qPCR on independent tissue (middle) and fibroblasts cultured from different sites (right). RT‐qPCR plots display relative quantification, where concentrations were determined against a standard curve, and results normalised to *Actb*. (F) RNA expression (FPKM) of *Hox* genes with significantly less expression in the cheek sample (padj < 0.05) consistent with a neural crest origin for this tissue. Plotted points are skin/wound isolations from three or four mice per anatomical site. Bars/error bars = mean ± SD. Abbreviations and colour‐coding: A, abdomen (lateral plate mesoderm‐derived; green); B, back (paraxial mesoderm‐derived; orange); C, cheek (craniofacial, neural crest‐derived; blue).

Next, the transcriptomes of the three sites were overlaid to uncover site‐specific signatures (Figure 1D, supplementary material, Table S1). 

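A gene was counted in the signature of a site when its limma adjusted p was under 0.05 against both other sites, whatever the direction. The abdomen signature held 100 genes, of which 64 were higher and 34 lower than at both other sites. The back signature held 50 genes (14 higher and 34 lower) and the cheek signature 48 genes (15 higher and 31 lower), and each signature had 2 further genes with levels between those of the other sites. Adding the wound libraries to the model moved these counts most, to 511, 338 and 229 genes. The abdomen count also rested on single mice, as it was 16 without abdomen mouse 3 and 233 without abdomen mouse 4, and the back count was 23 without back mouse 2. The cheek count fell to 24 without cheek mouse 2. Scaling shifted the direction of the back and cheek signatures. Median-ratio scaling gave 22 higher and 17 lower genes for back and 8 higher and 42 lower for cheek, and quantile normalization gave 20 and 13 for back and 9 and 43 for cheek. Table S1 lists 262, 163 and 191 genes, of which 259, 157 and 174 were tested, and 92, 47 and 46 of these were in the re-derived signature of the same site. Among signature genes higher in abdomen whose libraries did not overlap, Serpina3b, a serine protease inhibitor gene, exceeded Cyp2b23 in fold change against cheek but not against back. Serpina3b had 248 ± 102 FPKM (SD, n = 4) in abdomen, 75.6 ± 15.7 in back and 35.7 ± 12.1 in cheek. Its log2 fold change was -1.63 in back (limma adjusted p = 0.016, 0.063 without abdomen mouse 3) and -2.74 in cheek (limma adjusted p = 0.00072), and every abdomen library was above all 8 others. Cyp2b23, with 49.2 ± 20.4 FPKM in abdomen against 11.4 ± 6.0 in back and 11.1 ± 7.0 in cheek, had limma adjusted p values of 0.043 and 0.042 at log2 fold changes of -2.14 and -2.18, which rose above 0.05 in 10 and 8 of the 12 fits that left out a mouse. Among genes lower in abdomen, the muscle gene Vgll2 had 1.11 ± 0.96 FPKM in abdomen, 11.9 ± 5.9 in back and 5.88 ± 1.9 in cheek. Asb10, also a muscle gene, had 1.88 ± 1.8, 9.89 ± 3.1 and 11.8 ± 4.0 FPKM, and the calls of both genes against cheek were lost in 8 and 7 of the 12 fits, and that of Asb10 against back in 10. The skeletal muscle marker score, a summed log2 deviation, was -41.2 and -16.8 in abdomen mice 2 and 3, against 13.1 and 15.9 in mice 1 and 4. Different amounts of muscle in the punches may carry part of these falls, although every abdomen library lay below all back and cheek libraries for both genes. Mup20, a member of a family of near-identical genes between which reads are hard to assign, was higher in back at 3.85 ± 1.61 FPKM against 0.29 ± 0.15 in abdomen and 0.13 ± 0.071 in cheek. Lower in back was C130079G13Rik (18.7 ± 3.3 FPKM against 85.6 ± 43.6 in abdomen and 90.8 ± 19.5 in cheek), on chromosome 3 of GRCm38 from 59925214 to 59937949. Hand2, a transcription factor gene, was also lower in back, at 0.035 ± 0.044 FPKM against 1.77 ± 0.22 in abdomen and 1.90 ± 0.72 in cheek. Otx1, a homeobox gene, had 5.40 ± 1.93 FPKM in cheek, 0.87 ± 0.87 in abdomen and 0.04 ± 0.047 in back. Rhox4a, from a family of similar genes on the X chromosome, had 2.58 ± 0.70 FPKM in cheek and 0.11 ± 0.14 in abdomen, and was listed at 0 in all 4 back libraries. The largest falls in cheek were those of Gm2083 (3.30 ± 2.81 FPKM in cheek, 67.3 ± 40.7 in abdomen and 124 ± 75.5 in back), whose identifier was not found in the table of gene positions used here, and of Hoxa7 (0.335 ± 0.12 FPKM in cheek, 13.9 ± 3.4 in abdomen and 14.6 ± 1.5 in back). The limma adjusted p of Gm2083 was 0.029 against abdomen, at a log2 fold change of -4.38 with every cheek library below every abdomen library, and it rose to 0.092 without abdomen mouse 3. Against back, its log2 fold change of -5.29 had a limma adjusted p of 0.017 and of 0.054 without back mouse 1.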

To question whether these signatures include a memory of the embryonic origins of the tissue, gene ontology (GO) enrichment analysis was performed. This revealed that the GO term ‘developmental process’ (GO: 0032502) was significantly enriched in both the back and cheek signatures (supplementary material, Table S2), indicating that adult skin does retain features of its variable embryonic precursors. 

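Table S2 lists 218 genes of this term that differed between sites in unwounded skin, and 202 of them were tested. Of these, 76 had a limma adjusted p under 0.05 in at least 1 pair of sites. The re-derived signatures held 13 of the listed genes for abdomen, 11 for back and 8 for cheek. The list was drawn from these same libraries, so these counts are not independent evidence. The enrichment itself was not recalculated, since it needs the membership of every term.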

An example for each site was validated using reverse transcription and quantitative PCR (RT‐qPCR) on independent tissue RNA (Figure 1E). *Tbx5*, whose expression is associated with the upper limb lateral plate mesoderm during development [18], was most highly expressed in the abdomen samples, and additionally in the cheek but not the back. 

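Tbx5 lies on chromosome 5 of GRCm38 from 119796514 to 119885220 and is listed under gene identifier 21388. Its level in the 4 unwounded libraries of each site was 2.57 ± 0.27 FPKM (SD, n = 4) in abdomen, 0.0775 ± 0.061 in back and 0.715 ± 0.26 in cheek. The log2 fold change was -2.41 for back against abdomen (standard error 0.17, limma adjusted p = 2.5e-05), with every back library below every abdomen library. Against abdomen, cheek had a log2 fold change of -1.36 (limma adjusted p = 0.0016), again with all 4 libraries below. Cheek was higher than back by a log2 fold change of 1.05 (limma adjusted p = 0.011), in 4 of 4 libraries, and leaving out each mouse in turn gave limma adjusted p values from 0.0061 to 0.043. In each of the 3 comparisons the libraries did not overlap (exact permutation test, two-sided, p = 0.029, the smallest p that 4 libraries against 4 allow).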

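Zic1 (gene identifier 22771, on chromosome 9 of GRCm38 from 91358058 to 91365768) was measured at 5.53 ± 0.52 FPKM (SD, n = 4) in unwounded back skin, 0.183 ± 0.094 in abdomen and 0.573 ± 0.16 in cheek. Back exceeded abdomen by a log2 fold change of 3.15 (standard error 0.15, limma adjusted p = 3.7e-07) and cheek lay below back by -2.50 (limma adjusted p = 9.3e-07), with all 4 back libraries above the 8 others in both comparisons. The lowest back library had 5.01 FPKM and the highest cheek library 0.77. All 4 cheek libraries were above all 4 abdomen libraries. This difference, a log2 fold change of 0.65, had a limma adjusted p of 0.042, which ranged from 0.024 to 0.088 over the other settings and rose above 0.05 without abdomen mouse 3 (0.131) and in 9 further fits that left out a mouse.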

*Zic1*, which is expressed in developing somites and their derivatives including dermis [19], was confirmed to be uniquely expressed in the back skin. 

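Hoxb6 (gene identifier 15414, on chromosome 11 of GRCm38 from 96292814 to 96301569) was measured at 3.44 ± 1.30 FPKM (SD, n = 4) in unwounded abdomen skin and 3.59 ± 0.78 in back. In cheek it was listed at 0 in all but mouse 4, which had 0.09 FPKM. The log2 fold change of cheek was -2.87 against abdomen (standard error 0.21, limma adjusted p = 1.0e-05) and -2.95 against back (limma adjusted p = 5.6e-06), with every cheek library below every other. Back and abdomen differed by a log2 fold change of 0.09 (limma adjusted p = 0.83, with overlapping libraries), and of -0.04 without abdomen mouse 4.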

Finally, *Hoxb6* was found to be absent in cheek samples, but present in abdomen and back tissue, which is consistent with the well‐established role for nested *Hox* gene expression to pattern the anterior–posterior axis [20, 21]. Furthermore, many genes in the *HoxA*, *HoxB* and *HoxC* clusters were notably absent in the cheek samples, as would be predicted (Figure 1F). 

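Of the 19 Hox genes in Fig. 1F, all 19 were tested and had lower mean log2 levels in cheek than in abdomen and in back. Against each of these sites, 18 had a limma adjusted p under 0.05, and 19 did when adjusted over the list alone. The list was chosen by the study on these libraries, so the second count is not independent evidence. The exception was Hoxc4, with limma adjusted p values of 0.0515 against abdomen (log2 fold change -0.66) and 0.139 against back (-0.49) and all 4 cheek libraries below the others. Over the list, the log2 level in cheek fell by 0.66 to 4.09 against abdomen and by 0.49 to 4.18 against back. For all 19 genes every cheek library was below every abdomen and back library. Chance puts 0.202% of unselected genes there, a share that does not apply to a list chosen for lower levels in cheek. Mean levels over the 8 abdomen and back libraries were between 0.615 and 14.9 FPKM. Hoxa6, Hoxa9, Hoxb8 and Hoxc10 were listed at 0 in all 4 cheek libraries, while the highest value in a cheek library was 4.59 FPKM, for Hoxc6.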

We also investigated whether the expression differences persisted in primary dermal fibroblast cultures; *Tbx5* and *Zic1* expression was consistent, however, *Hoxb6* was not maintained in back fibroblast cultures (Figure 1E). These findings establish that there are significant anatomical variations in the transcriptome of adult skin, and these differences include genes implicated in the distinct embryonic development of the tissue.

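From the number of genes that differed between sites, the separation of the libraries and the developmental genes among the signatures, the paper concludes that adult skin carries anatomical variation in its transcriptome that includes genes of its embryonic origin. It reasons from the place of Tbx5, Zic1 and the Hox genes in limb, somite and axial patterning of the embryo.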

### Anatomical variation in the response to wounding

The functional implications of skin differences across body sites were then investigated in the context of wound repair. Punch biopsy wounds at the three anatomical sites were collected on day 3 post‐injury. At the time of tissue collection, there were marked gross and histological differences (supplementary material, Figure S1). For example, more persistent scabs were observed in the cheek wounds than at the other two sites. There were also differences in the extent of re‐epithelialisation, with abdomen and cheek wounds having epithelial fronts significantly advanced over the wound beds compared with back wounds, which at this day 3 timepoint showed little advancement of the epidermis over the granulation tissue, and rather appeared to have reduced the wound bed size primarily by contraction (supplementary material, Figure S1).

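Wounds were 2 mm punches, and the wound tissue was collected at day 3. It was paired with unwounded skin of the same mouse and site, whose day of collection the paper does not state. There were 4 mice at each of the 3 sites, giving 12 wound and 12 unwounded libraries, each with deposited FPKM values made as for unwounded skin. The FPKM values summed to between 552747 and 608888 per abdomen wound library (median 560032), to between 555932 and 584822 for back wounds (median 574650) and to between 532586 and 547623 for cheek wounds (median 541084). Wound effects were estimated with limma on log2(FPKM + 0.5) in a model of all 24 libraries with a term for each of the 12 mice and a wound effect for each site, so that each wound was compared with the same mouse's unwounded skin. The 14423 genes with at least 0.5 FPKM in at least 4 of the 24 libraries were tested. For single genes, all sign changes of the 4 within-mouse differences were enumerated, a design whose smallest two-sided p lies above 0.05, so that no single gene could pass that threshold by this test.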

To comprehensively characterise the site‐specific mechanisms of tissue repair, we extended our RNA‐seq to include a two‐way comparison of the day 3 wounds to paired unwounded control tissue at the three sites (*n* = 4). 

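Over all genes with at least 0.5 FPKM in at least 4 libraries, the first principal component of the 24 libraries held 48.4% of the variance, and wounding accounted for 94.1% of the spread along it. The second component held 12.0%. Average-linkage clustering divided into a pair of branches placed 24 of the 24 libraries with their state, wounded or unwounded. The libraries contained between 15781 and 16577 genes above 0 FPKM.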

Dramatic changes in the transcriptome upon wounding were observed. 

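At a limma adjusted p under 0.001, wounding altered 715 of 14423 tested genes (4.96%) in abdomen, 2074 (14.4%) in back and 1254 (8.69%) in cheek. Of these, 565 rose and 150 fell in abdomen, 1443 rose and 631 fell in back, and 938 rose and 316 fell in cheek. With quantile normalization the splits were 494 and 278 in abdomen and 1087 and 944 in back. Fitting each site on its own 8 libraries moved the counts most, to 67 genes in abdomen and 248 in cheek. The abdomen count was 293 without abdomen mouse 3, the back count 910 without back mouse 2 and the cheek count 543 without cheek mouse 2. The median log2 fold change over all tested genes was -0.01 in abdomen, 0.07 in back and 0.01 in cheek.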

Of approximately 17 700 total genes, 1517 (abdomen), 3643 (back) and 2572 (cheek) genes were significantly altered (up‐ and downregulated) in wound tissue (padj < 0.001), equating to 10–15%. As expected, there were many wound‐induced changes shared across the three sites, 772 in total (Figure 2A, supplementary material, Table S3). For example, there was dramatic, consistent induction of osteopontin (*Spp1*), tenascin C (*Tnc*), *Tgfb1* and *Timp1*, which were confirmed using RT‐qPCR (supplementary material, Figure S1). However, a remarkable number of wound‐induced genes varied with site at this single day 3 timepoint (supplementary material, Table S3), and it was these site‐specific wound responses that we aimed to define.

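In the 24-library model, 522 genes had a limma adjusted p under 0.001 at all 3 sites. Of these, 478 rose and 44 fell at every site, and none changed in different directions. With quantile normalization 423 rose and 91 fell. The count was 26 when each site was fitted on its own 8 libraries and 272 without abdomen mouse 3. The largest rises were those of the keratin gene Krt6b, with log2 fold changes of 11.12 in abdomen, 10.38 in back and 9.98 in cheek, and of the chemokine gene Cxcl2, with 7.65, 8.96 and 8.56. Cxcl2 was at or under 0.35 FPKM in all unwounded libraries, so the size of its fold change depends on the added 0.5 FPKM. In wounds it had 114 ± 57.7 FPKM (SD, n = 4) in abdomen, 258 ± 40.1 in back and 248 ± 96.1 in cheek. The largest falls were those of Aldh1a1, which fell by 1.82 in abdomen, by 1.90 in back and by 1.64 in cheek on the log2 scale, and of Abca8a, which fell by 1.79, by 1.70 and by 1.46. All 4 mice of each site showed the direction of each of these 4 genes.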

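Spp1 rose from 3.55 ± 1.26 to 124 ± 43.3 FPKM (SD, n = 4) in abdomen, from 7.05 ± 4.11 to 285 ± 113 in back and from 3.95 ± 0.89 to 194 ± 46.0 in cheek. The log2 fold changes were 4.92, 5.28 and 5.44 (standard error 0.38 each, limma adjusted p = 1.7e-05, 3.5e-06 and 3.6e-06), in 4 of 4 mice at each site. Tnc rose by log2 fold changes of 3.91, 4.63 and 4.49, from 2.78 ± 0.52 to 57.8 ± 44.8 FPKM in abdomen, from 1.97 ± 0.38 to 61.5 ± 14.5 in back and from 6.67 ± 5.22 to 143 ± 61.3 in cheek. In abdomen wounds, mouse 1 had 124.8 FPKM of Tnc against 31.4 to 37.48 in the other 3 mice, and without this mouse the log2 fold change was 3.40. Tgfb1 changed less, from 30.4 ± 4.7 to 64.2 ± 4.1 FPKM in abdomen, from 29.9 ± 7.1 to 73.1 ± 4.1 in back and from 30.0 ± 3.8 to 69.2 ± 5.1 in cheek, with log2 fold changes of 1.08, 1.31 and 1.2. Its limma adjusted p in abdomen was 0.00023, and it rose above the threshold of 0.001 when abdomen mouse 2, 3 or 4 was left out, to at most 0.0018 (without mouse 4). Over the other settings this value ranged from 1.6e-05 to 0.0038. Timp1 rose by 3.14, 3.36 and 3.66, to 132 ± 72.4 FPKM in abdomen wounds, 208 ± 36.3 in back wounds and 159 ± 64.9 in cheek wounds. With each site fitted on its own 8 libraries, the limma adjusted p rose above 0.001 for Spp1 in abdomen (0.0042) and back (0.0019) and for Tnc (0.0088) and Timp1 (0.0057) in abdomen. Each of the 4 genes rose in 4 of 4 mice at every site (the smallest p that the exact sign-flip test allows with 4 mice).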

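Counts of genes past a threshold at a single site do not test whether the wound effect differs between sites, so the difference itself was tested. An F test of the differences between the 3 wound effects gave 3 genes with a limma adjusted p under 0.05 (1867 genes, or 12.9%, had an unadjusted p under 0.05). Without abdomen mouse 1 the count was 315, and over the other settings it was between 1 and 9. For the pairs of sites, the difference in wound effect passed the same threshold for 0 genes between back and abdomen (2191 unadjusted), 1 gene between cheek and abdomen (1715 unadjusted) and 4 genes between cheek and back (1019 unadjusted). Of the 71, 936 and 208 genes past the threshold of 0.001 in abdomen, back or cheek alone, 0, 1 and 1 were among those with a difference between sites. The direction of change was the same at all 3 sites for 70, 905 and 202 of them (98.6%, 96.7% and 97.1%). Over all tested genes, the log2 fold changes correlated with r = 0.836 between abdomen and back, 0.836 between abdomen and cheek and 0.909 between back and cheek. These correlations are across genes, which are not independent replicates. The gene with the smallest p in the F test was Abcc3, a transporter gene, which rose by log2 fold changes of 0.24 in abdomen, 1.24 in back and 1.93 in cheek. The others were Hand2 (-0.31, 0.00 and -1.74) and Gm21320 (-0.33, -1.89 and 0.42), a major urinary protein gene from a family whose reads are hard to assign to single members.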

**Figure 2:**
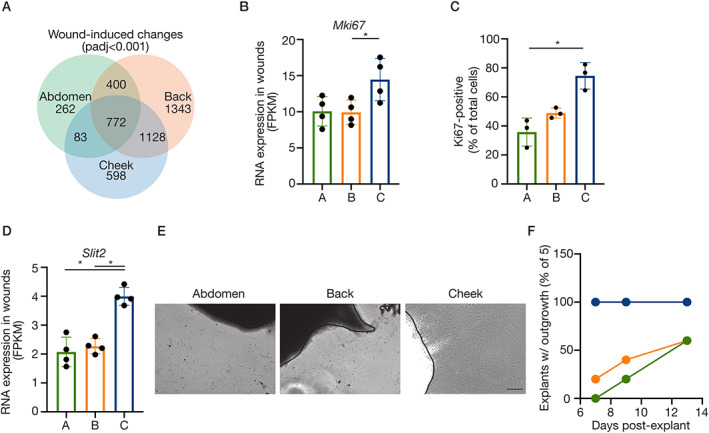
Distinct wound responses across anatomical sites. (A) Venn diagram illustrating wound‐induced gene expression changes by site (cut‐off: padj < 0.001, paired, two‐tailed, non‐parametric *t*‐tests). (B) RNA expression (FPKM) of *Mki67*. (C) Ki67 immunostaining in primary fibroblasts (passage 0) from different anatomical sites. Individual points represent mean Ki67‐positive nuclei (counted in >2 fields of view per cell line) as a percentage of total nuclei (DAPI‐stained), three (paired, i.e. mouse‐matched) independent cell isolations are plotted (*p < 0.05, non‐parametric Friedman test with Dunn's multiple comparison). (D) RNA expression (FPKM) of *Slit2*. (E) Phase‐contrast images of cellular outgrowth from dermis explants (day 9). Scale: 100 μm. (F) Time‐course of fibroblast outgrowth from dermis explants, plotting percentage of explants with visible emigrating cells. (B,D) Plotted points are skin/wound isolations from four mice per anatomical site. Bars/error bars = mean ± SD. Abbreviations and colour‐coding: A, abdomen (lateral plate mesoderm‐derived; green); B, back (paraxial mesoderm‐derived; orange); C, cheek (craniofacial, neural crest‐derived; blue).

### Anatomical variations in proliferation, migration and ECM properties

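The wound libraries of the 3 sites were also compared with each other, over 14023 genes with at least 0.5 FPKM in at least 4 of the 12 wound libraries. In at least 1 pair of sites, 1715 genes (12.2%) had a limma adjusted p under 0.05. Back wounds differed from abdomen wounds in 178 genes (71 higher and 107 lower in back; 2310 genes without adjustment). Cheek wounds differed from abdomen wounds in 1519 genes, of which 1054 were higher and 465 lower in cheek, and from back wounds in 351 genes, of which 267 were higher and 84 lower. Scaling changed these splits. With median-ratio scaling, 76 genes were higher and 76 lower in back than in abdomen wounds, 664 higher and 738 lower in cheek than in abdomen, and 74 higher and 108 lower in cheek than in back. With quantile normalization, the cheek splits were 754 and 688 against abdomen and 77 and 79 against back.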

The site‐specific transcriptional programmes induced during wound repair revealed differences in cell proliferation, migration and ECM that were further explored. 

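In wounds, Mki67 (gene identifier 17345) was measured at 10.1 ± 2.03 FPKM (SD, n = 4) in abdomen, 9.93 ± 1.69 in back and 14.5 ± 2.92 in cheek. Cheek wounds had a log2 fold change of 0.50 against abdomen (standard error 0.17, limma adjusted p = 0.076) and of 0.51 against back (limma adjusted p = 0.097). The libraries overlapped in both comparisons (exact permutation test, two-sided, p = 0.057 each). Over the fits that left out a mouse, the limma adjusted p was between 0.0502 and 0.202 against abdomen and between 0.065 and 0.249 against back, and the other settings gave 0.075 to 0.349 and 0.074 to 0.398. The wound effect on Mki67 was a log2 fold change of 0.75 in abdomen, 0.91 in back and 0.80 in cheek. Its difference between cheek and the other sites was 0.05 against abdomen and -0.11 against back (limma adjusted p = 0.97 each). In unwounded skin Mki67 was at 5.92 ± 1.98 FPKM in abdomen, 5.17 ± 1.57 in back and 9.41 ± 6.37 in cheek, where the 4 libraries ranged from 3.98 to 17.7. Unwounded cheek against abdomen had a log2 fold change of 0.45 (limma adjusted p = 0.61, with overlapping libraries) and against back of 0.62 (limma adjusted p = 0.40). With each mouse left out these fold changes ranged from 0.08 to 0.75 and from 0.25 to 0.92. The limma adjusted p was highest without cheek mouse 4, at 0.94 and 0.75. The other proliferation markers in cheek wounds were Top2a, Mcm2, Mybl2 and Ccnb1, with log2 fold changes of 0.44, 0.29, 0.38 and 0.50 against abdomen and of 0.43, 0.35, 0.45 and 0.53 against back. Their limma adjusted p values were 0.098, 0.167, 0.166 and 0.144 against abdomen and 0.131, 0.128, 0.146 and 0.161 against back. The libraries overlapped in each of these comparisons. Without cheek mouse 1, the limma adjusted p of Top2a against abdomen was 0.046, where the other settings gave 0.096 to 0.426.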

Cheek wounds had significantly higher expression of the proliferation‐associated gene *Mki67* (Figure 2B) with a similar trend for cheek skin in homeostasis, and this was consistent for numerous proliferation markers (e.g. *Top2a*, *Mcm2*, *Mybl2*, *Ccnb1*)[22]. To confirm these results, fibroblasts were cultured from dermis of the three sites and analysed for Ki67 expression. Cheek fibroblasts had a greater proportion of positive cells compared with cultured abdomen and back fibroblasts (Figure 2C).

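At a limma adjusted p under 0.001, 208 genes were altered in cheek wounds and at neither other site, of which 106 rose and 102 fell. With quantile normalization, 134 rose and 121 fell. Of the 208 genes, 1 also had a limma adjusted p under 0.05 in the F test of a difference in wound effect between sites. The enrichment in Gene Ontology terms was not recalculated, since it needs the membership of every term.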

Enrichment analyses of the site‐specific wound‐induced signatures highlighted ‘regulation of cell motility’ in the genes uniquely upregulated in cheek wounds (padj = 0.018, 22 genes). A prominent example is *Slit2*, which was induced only in cheek wounds (Figure 2D) and is associated particularly with neural crest cell migration [23]. 

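Slit2 (gene identifier 20563) lies on chromosome 5 of GRCm38 from 47981291 to 48307735. In cheek it rose from 2.28 ± 0.13 FPKM (SD, n = 4) in unwounded skin to 4.00 ± 0.31 in wounds, a log2 fold change of 0.69 (standard error 0.11, limma adjusted p = 0.00052) with a rise in 4 of 4 mice. This value rose above the threshold of 0.001 without any 1 of the 4 cheek mice, at most to 0.0049 (without mouse 2), and ranged from 0.00030 to 0.0067 over the other settings. In abdomen the levels were 2.04 ± 0.43 and 2.07 ± 0.51 FPKM and the log2 fold change 0.01 (limma adjusted p = 0.93, a rise in 2 of 4 mice). In back they were 2.22 ± 0.58 and 2.27 ± 0.26 FPKM and the log2 fold change 0.05 (limma adjusted p = 0.74, a rise in 2 of 4 mice). The direction of the back change turned to -0.03 with quantile normalization and that of abdomen to -0.04. The wound effect in cheek exceeded that in abdomen by 0.68 (limma adjusted p = 0.28) and that in back by 0.64 (limma adjusted p = 0.37), with the 4 cheek mice above the 4 others each time (exact permutation test, two-sided, p = 0.029, the smallest p possible). Between wounds, cheek had a log2 fold change of 0.82 against abdomen (limma adjusted p = 0.0072) and of 0.70 against back (limma adjusted p = 0.031), with no overlap of libraries. The second value ranged from 0.014 to 0.097 over the other settings and was 0.098 without back mouse 3.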

*In vitro* experiments again validated the gene expression data; the consistency of fibroblast outgrowth from dermis explants varied by site, with cheek fibroblast outgrowth more reliable versus abdomen and back (Figure 2E,F).

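Among the genes with the ECM term listed in Table S4, 89 of the 93 listed for unwounded skin and 128 of the 133 listed for comparisons between wounds had enough expression to be tested. In unwounded skin, 36 of the 89 had a limma adjusted p under 0.05 in at least 1 pair of sites. In wounds, 58 of the 128 did.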

Particularly striking was the variation in ECM between sites in both the control and wound contexts. In homeostasis, the ECM GO category (GO: 0031012; extracellular matrix) was significantly enriched in both back and cheek, with 93 of 484 genes assigned to this term having significant differences across sites. 

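Adjusted over the list alone, 77 of the 89 tested ECM genes had a p under 0.05 in at least 1 pair of sites, against 36 when adjusted over all tested genes. The list was chosen on these libraries, so the first count is not independent evidence. Adding the wound libraries to the model gave 56 genes over all tested genes, and leaving out a mouse gave between 12 (without abdomen mouse 2) and 37 (without abdomen mouse 4). Back differed from abdomen in 17 of these genes (5 higher and 12 lower in back), cheek from abdomen in 15 (8 higher and 7 lower) and cheek from back in 12 (3 higher and 9 lower).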

Hierarchical clustering of the samples based on these genes confirmed that skin sites are divergent with respect to this parameter (supplementary material, Figure S2) even prior to wounding. 

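The mean silhouette width of the 12 unwounded libraries by site over the 93 listed ECM genes was 0.555 (exact permutation test over the 5775 divisions, one-sided, p = 0.000173). Over the 89 tested genes it was 0.560. Of 1000 random sets of as many tested genes, 0 reached this value, with a median of 0.0737 and a highest value of 0.459. Unlike the random sets, the 93 genes had been selected for differing between the same libraries.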

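Table S4 lists 170 ECM genes for wound-induced changes, and 156 of them were among the 14423 genes tested for wounding. At a limma adjusted p under 0.001, 4 of the 156 were altered in abdomen wounds (2 rose), 23 in back wounds (16 rose) and 13 in cheek wounds (9 rose).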

When comparing the wound transcriptomes and the wound‐induced signatures, again there was a significant enrichment for ECM terms (supplementary material, Table S4).

Due to the importance of the collagen matrix in skin function, wound repair and scarring, we focussed on contributors to collagen fibrillogenesis, organisation and stabilisation, and noted that back skin had higher levels of numerous genes involved in these processes, whereas cheek had less. For example, in homeostasis, back skin had higher levels of *Col1a1*, as well as *Col22a1* and *Sparc* (both involved in the integrity and stability of the ECM), whereas cheek skin has less *Postn*, *Prelp* (both involved in fibrillogenesis) and *Loxl1* (role in collagen cross‐linking)(Figure 3A). 

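The direction of the 89 tested ECM genes was counted for each pair of sites. Back was higher than abdomen for 53 of the 89 genes (58 with median-ratio scaling and 53 with quantile normalization). Cheek was higher than abdomen for 33 genes (32 and 28 with these scalings) and higher than back for 36 (33 and 33). Among genes with a limma adjusted p under 0.05, the split between cheek and abdomen changed from 8 higher and 7 lower to 5 and 8 with median-ratio scaling and to 5 and 11 with quantile normalization. The split between back and abdomen was 5 higher and 6 lower with median-ratio scaling, and that between cheek and back 1 higher and 13 lower.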

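In unwounded skin, Col1a1 was measured at 4277 ± 679 FPKM (SD, n = 4) in abdomen, 5634 ± 1040 in back and 3212 ± 581 in cheek. Back against abdomen had a log2 fold change of 0.39 (limma adjusted p = 0.22, with overlapping libraries). Cheek against back had -0.81 (standard error 0.18, limma adjusted p = 0.052), with all 4 cheek libraries below the back libraries. The second value ranged from 0.024 to 0.251 over the other settings, and was 0.028 with median-ratio scaling and 0.046 without abdomen mouse 4. Sparc was at 4349 ± 216, 5724 ± 975 and 3398 ± 972 FPKM in abdomen, back and cheek, with a log2 fold change of 0.38 for back against abdomen (limma adjusted p = 0.28) and of -0.79 for cheek against back (limma adjusted p = 0.087). Every back library was above every abdomen and cheek library, and adding the wound libraries to the model brought the second value to 0.025, within a range of 0.025 to 0.49 over the settings. Col22a1, on chromosome 15 of GRCm38, was at 0.0575 ± 0.049 FPKM in abdomen, 0.485 ± 0.089 in back and 0.228 ± 0.11 in cheek and did not reach the filter on low values. Without the filter, among 17861 genes, its log2 fold change was 0.82 for back against abdomen (limma adjusted p = 0.0067) and -0.45 for cheek against back (limma adjusted p = 0.099), with no overlap of libraries. Postn was at 330 ± 95.3, 296 ± 54.0 and 204 ± 11.6 FPKM in the same order. Its log2 fold change in cheek was -0.64 against abdomen (limma adjusted p = 0.10) and -0.52 against back (limma adjusted p = 0.17), with every cheek library below all others, and without abdomen mouse 1 the first was 0.026. Prelp was at 83.7 ± 9.3, 104 ± 9.1 and 58.5 ± 11.7 FPKM. Cheek was lower than back by a log2 fold change of -0.84 (limma adjusted p = 0.017, 0.057 without back mouse 2) and lower than abdomen by -0.53 (limma adjusted p = 0.071, 0.047 without abdomen mouse 4), in 4 of 4 libraries each. Loxl1 was at 49.8 ± 7.2, 62.1 ± 9.1 and 40.0 ± 9.5 FPKM. Cheek had a log2 fold change of -0.33 against abdomen (limma adjusted p = 0.31, with overlapping libraries) and of -0.65 against back (limma adjusted p = 0.087, and 0.011 to 0.135 over the other settings), with no overlap with back.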

Site‐specific differences in the collagen matrix in normal adult skin were further investigated by analysing the quantities of pepsin/acetic acid‐soluble versus ‐insoluble collagen, which evaluates matrix stability [24]. Using a colorimetric Sircol assay on 4 mm diameter biopsy punches, we observed that the ratio of soluble to insoluble collagen was higher in the cheek samples, although total collagen protein seemed consistent across sites (Figure 3B,C). This was corroborated by our observation that skin from the three sites had differential sensitivities to enzymatic digestion, with skin of the back more difficult to enzymatically digest (supplementary material, Figure S2).

**Figure 3.**
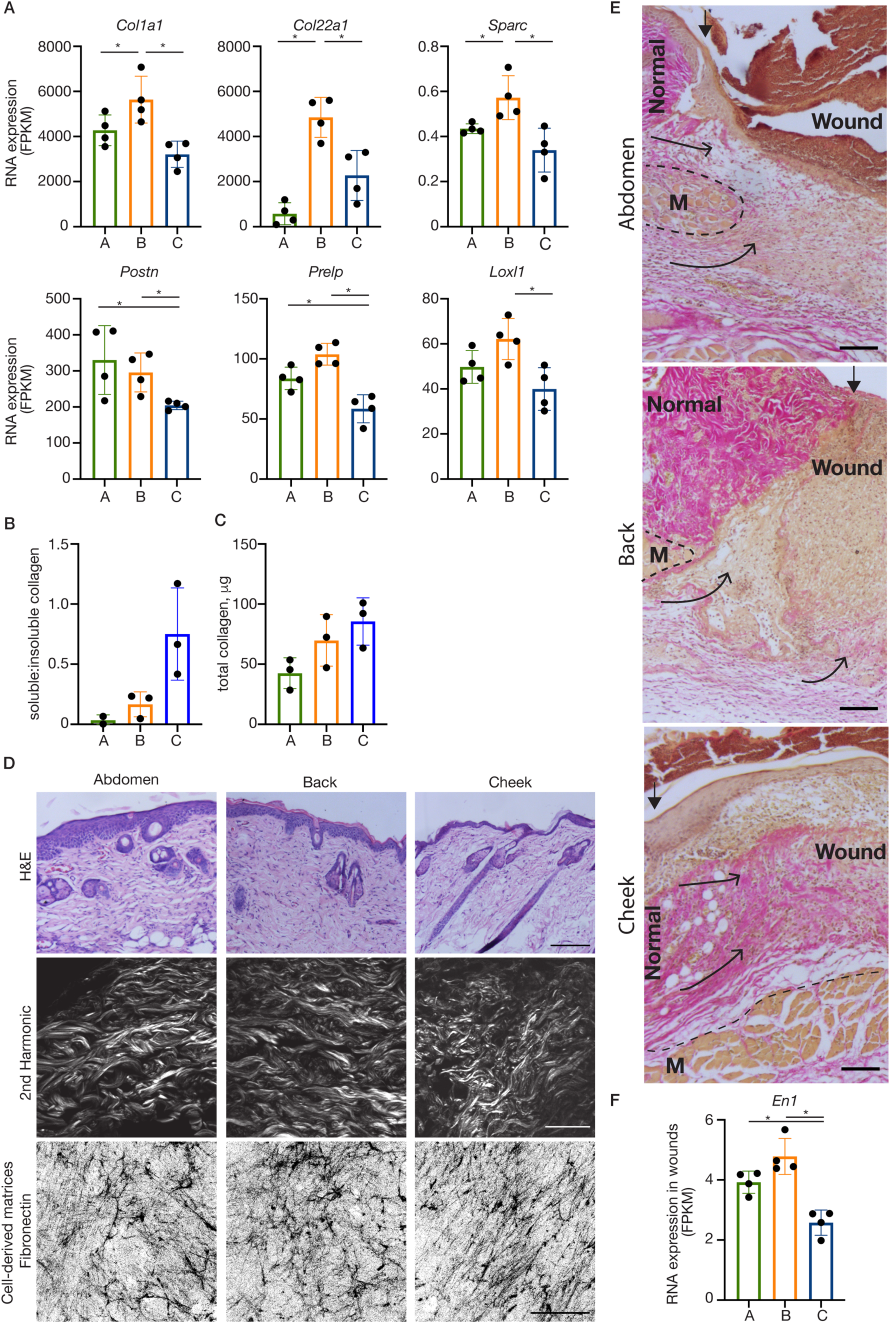
Anatomical variations in dermal ECM. (A) RNA expression (FPKM) of differentially expressed ECM genes with back‐ (top row) and cheek‐ (bottom row) specific expression patterns. Plotted points are skin/wound isolations from four mice per anatomical site. *padj < 0.05. (B) The ratio of soluble:insoluble collagen and (C) total collagen determined using Sircol assays on 4 mm biopsy punches of skin from different anatomical sites. Plotted points represent paired (i.e. mouse‐matched) independent skin isolations from two or three mice. (D) Histological analyses (H&E, top row) and second harmonic generation imaging (middle row) of dermis illustrate site‐specific characteristics (e.g. bundle thickness, density, orientation) of the collagenous ECM. Scale (H&E): 200 μm; (second harmonic): 50 μm. (Bottom row) Representative examples of maximum projection confocal images of cell‐derived matrices (immunostained for fibronectin) from fibroblasts established from dermis of different anatomical sites. Scale: 50 μm. (E) HVG histology illustrates differing tissue responses to damage, particularly the contribution of collagenous matrix (bright pink with HVG stain) from the fascia deep to the panniculus carnosus muscle (M). Scale bars: 100 μm. Arrowheads (filled): watershed between normal dermis and the wound bed; arrows (open heads) illustrate the contribution of tissue layers to the wound bed. (F). RNA expression (FPKM) of Engrailed *(En)‐1*. Bars/error bars = mean ± SD. Abbreviations and colour‐coding: A, abdomen (lateral plate mesoderm‐derived; green); B, back (paraxial mesoderm‐derived; orange); C, cheek (craniofacial, neural crest‐derived; blue).

Differences in the ECM architectures were also apparent histologically (Figure 3D). Analysis of healthy unwounded adult skin using H&E staining and second harmonic generation imaging, which reveals the collagen architecture [25], showed the ECM from the face to be more thin and wispy compared with the thicker bundles of the abdomen and back. The organisation was also distinct, with fibres in the cheek orientated largely in the same direction, whereas the abdomen and back had a range of orientations. When primary fibroblasts in culture were supplemented with ascorbic acid to stimulate production of cell‐derived matrices [16], similar site‐specific ECM characteristics were observed (Figure 3D).

In repairing wounds, the time course, characteristics and mechanisms of ECM reconstitution within the wound bed also had notable differences (Figure 3E). Histologically, the cheek had the most extensive ECM in the new tissue at this early timepoint (evident in HVG histology). In back wounds, the delineation between the margin and the wound bed granulation tissue was conspicuous due to the relatively sparse ECM in the new tissue. Additionally, we observed differences in the mechanism of wound repopulation. Mobilisation of deep connective tissue in repairing abdominal and back wounds could be inferred, whereas in the cheek wounds, the bulk of the repopulating tissue appears to be recruited from the wound margins superficial to the muscle layer, and accordingly may have different properties. This is consistent with the discovery that deep fascia makes a significant contribution to repairing dorsal wounds [26], and is supported by the RNA‐seq data. Specifically, Engrailed1 (*En1*)‐positive fibroblasts are thought to constitute the majority of this cell type in subcutaneous fascia [26], and to be largely responsible for scarring in the wound response [7]; there was significantly lower expression in cheek wounds compared with the other two sites (Figure 3F).

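En1 (gene identifier 13798, on chromosome 1 of GRCm38 from 120602487 to 120607991) was measured at 3.92 ± 0.37 FPKM (SD, n = 4) in abdomen wounds, 4.78 ± 0.60 in back wounds and 2.58 ± 0.42 in cheek wounds. Every cheek wound was below every abdomen and back wound (exact permutation test, two-sided, p = 0.029). The log2 fold change of cheek was -0.78 against back (limma adjusted p = 0.011) and -0.53 against abdomen (standard error 0.12, limma adjusted p = 0.023). Against abdomen the value ranged from 0.016 to 0.055 over the other settings, and it was 0.063 without abdomen mouse 3.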

### Dermal repair re‐enacts embryonic gene expression programmes

Having noted the embryonic memory of skin in homeostasis, we interrogated our data to question whether repairing dermis also expresses and/or re‐expresses developmental gene expression programmes. As with our analysis of the homeostasis signatures, the GO term ‘developmental process’ (GO: 0009888) served as a starting point (supplementary material, Table S2). Comparable with the unwounded skin, the wound bed site signatures contained many relevant genes involved in the tissue development. For example, abdomen wounds expressed more *Hand2*, *Tbx3*, *Tbx5*; back wounds expressed more *Gpc3*, *Sfrp4*, *Wnt2*; cheek wounds expressed more *Foxl2*, *Nkx2‐5*, *Hoxd3*. 

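Signatures of the wounds were derived as for unwounded skin. The abdomen wound signature held 103 genes (61 higher and 41 lower than at both other sites), the back wound signature 25 (14 higher and 11 lower) and the cheek wound signature 207 (160 higher and 46 lower). With median-ratio scaling, the back signature had 17 higher and 4 lower genes and the cheek signature 58 higher and 63 lower. With quantile normalization, the cheek signature had 58 higher and 52 lower. The counts depended on single mice. The abdomen count was 11 without abdomen mouse 3 and 183 without abdomen mouse 1, the back count was 4 without back mouse 2, and the cheek count was 40 without back mouse 4. Table S2 lists 428 developmental genes for comparisons between wounds, of which 410 were tested, and 220 of these had a limma adjusted p under 0.05 in at least 1 pair of sites. The re-derived wound signatures held 17 of the listed genes for abdomen, 2 for back and 28 for cheek.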

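In abdomen wounds Hand2 was at 1.34 ± 0.28 FPKM (SD, n = 4), against 0.035 ± 0.033 in back and 0.22 ± 0.26 in cheek wounds, with log2 fold changes of -1.77 for back (limma adjusted p = 0.0080) and -1.40 for cheek (limma adjusted p = 0.0043). Tbx3 was at 2.78 ± 0.34, 1.23 ± 0.12 and 1.27 ± 0.20 FPKM in abdomen, back and cheek wounds, with log2 fold changes of -0.92 (limma adjusted p = 0.0080) and -0.89 (limma adjusted p = 0.0022). Tbx5 was at 1.26 ± 0.36, 0.198 ± 0.15 and 0.0525 ± 0.048 FPKM, with log2 fold changes of -1.34 (limma adjusted p = 0.012, and 0.058 with the mouse number as a replicate block across sites) and -1.65 (limma adjusted p = 0.00079). For each of these 3 genes every abdomen wound was above all back and cheek wounds. Gpc3 was at 11.2 ± 2.8, 17.8 ± 2.5 and 10.5 ± 0.18 FPKM, with log2 fold changes of 0.66 for back against abdomen (limma adjusted p = 0.058) and -0.73 for cheek against back (limma adjusted p = 0.040). These values ranged from 0.046 to 0.132 and from 0.011 to 0.086 over the other settings, and without back mouse 4 the second was 0.124. Sfrp4 was at 15.7 ± 3.1, 28.7 ± 1.5 and 9.03 ± 6.6 FPKM, with log2 fold changes of 0.87 (limma adjusted p = 0.235, 0.033 without cheek mouse 1) and -1.83 (limma adjusted p = 0.031, 0.096 without back mouse 3). All 4 back wounds were above all others for Gpc3 and Sfrp4. Wnt2 was at 1.33 ± 0.85, 4.17 ± 0.98 and 1.2 ± 1.03 FPKM, with log2 fold changes of 1.45 for back against abdomen (limma adjusted p = 0.096, no overlap) and of -1.59 for cheek against back (limma adjusted p = 0.056, with overlapping libraries). The second value was 0.028 without cheek mouse 1, and between 0.039 and 0.084 over the other settings. Hoxd3 was at 0.595 ± 0.27, 0.365 ± 0.048 and 1.25 ± 0.23 FPKM, with log2 fold changes in cheek of 0.70 against abdomen (limma adjusted p = 0.031, 0.073 without cheek mouse 3) and 1.00 against back (limma adjusted p = 0.021, 0.074 without back mouse 3), and no overlap. Foxl2 (0.29 ± 0.083 FPKM) and Nkx2-5 (0.368 ± 0.16 FPKM) were present in all 4 cheek wounds and listed at 0 in all abdomen and back wounds, and both were under the filter on low values. Without the filter, among 17995 genes, the limma adjusted p in cheek against abdomen and back was 0.00039 and 0.00048 for Foxl2 and 0.0029 and 0.0042 for Nkx2-5.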

When considering the genes that are wound‐induced (i.e. significantly different from the site‐matched unwounded control), additional relevant developmental genes were discovered to be participating in the repair process. Specifically, *Churc1* (involved in mesoderm specification [27]) was uniquely induced in the abdomen wounds, *Wnt5a* (associated with paraxial mesoderm development [28]) was only significantly upregulated in back wounds and *Msx1* (important in neural crest development [29]) was only induced in the cheek (Figure 4A). 

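In abdomen, Churc1 rose from 28.4 ± 8.2 to 42.7 ± 5.8 FPKM (SD, n = 4), a log2 fold change of 0.61 (standard error 0.15, limma adjusted p = 0.0081) with a rise in 3 of 4 mice. In back the log2 fold change was 0.16 (limma adjusted p = 0.41, a rise in 2 of 4 mice) and in cheek -0.13 (limma adjusted p = 0.54, a fall in 3 of 4 mice). The wound effect differed from that in abdomen by -0.46 in back (limma adjusted p = 0.33) and by -0.74 in cheek (limma adjusted p = 0.29), and without abdomen mouse 1 these values were 0.042 and 0.025. Wnt5a rose in back from 4.49 ± 0.38 to 6.52 ± 0.80 FPKM, a log2 fold change of 0.49 (limma adjusted p = 0.066) with a rise in 4 of 4 mice. Fitting back on its own 8 libraries gave 0.011 and the other settings up to 0.116, and without cheek mouse 4 the value was 0.018. In abdomen and cheek Wnt5a changed by -0.16 (limma adjusted p = 0.57, a fall in 3 of 4 mice) and -0.05 (limma adjusted p = 0.87, mice moving both ways), and the sign in cheek turned to 0.24 without cheek mouse 4. The difference from back was not past 0.05 for abdomen (0.65 on the log2 scale, limma adjusted p = 0.31) or cheek (-0.54, limma adjusted p = 0.74). Msx1 fell in cheek from 6.23 ± 4.36 to 2.21 ± 0.077 FPKM, a log2 fold change of -1.13 (limma adjusted p = 0.0071) with a fall in 4 of 4 mice. With each mouse left out it ranged from -1.355 to -0.74, and the limma adjusted p was highest without cheek mouse 4 (0.029). The log2 fold change of Msx1 was 0.06 in abdomen (limma adjusted p = 0.88, a rise in 3 of 4 mice) and -0.22 in back (limma adjusted p = 0.53, a fall in 2 of 4 mice). The cheek effect differed from these by -1.19 (limma adjusted p = 0.32) and -0.91 (limma adjusted p = 0.68).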

Finally, we analysed if and how the homeostasis signatures for the different sites (Figure 1, supplementary material, Table S1), including features of embryonic memory, change during wound repair. 

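Genes with a limma adjusted p under 0.05 for wounding were counted as altered, within each re-derived homeostasis signature and over all 14423 tested genes. Over all genes, 4741 were altered in abdomen, 6622 in back and 5272 in cheek, and 48.6%, 38.9% and 46.1% of them fell. With quantile normalization these shares were 59.0%, 54.2% and 54.4%. Of the signature genes, 55% were altered in abdomen, 46% in back and 43.75% in cheek. Among these, 49 of 55 (89.1%) fell in abdomen, 12 of 23 (52.2%) in back and 19 of 21 (90.5%) in cheek. These shares were 91.67%, 73.68% and 76.92% with median-ratio scaling and 93.44%, 70.59% and 76.92% with quantile normalization. With the lists of Table S1 in place of the re-derived signatures, 103 of 117 altered genes (88.0%) fell in abdomen, 43 of 79 (54.4%) in back and 60 of 88 (68.2%) in cheek. Without abdomen mouse 1 the abdomen share was 60.9% (28 of 46 genes), and without back mouse 2 the back share was 77.78% (7 of 9 genes). The signature and the wound effect both rest on the same unwounded libraries, so a library that is high by chance both enters a gene into the signature and makes it appear to fall. To separate them, signatures of the same size were drawn from a pair of mice per site and the wound effect from the other mice, over the 6 possible assignments. The share that fell was then 71.5% in abdomen, 56.8% in back and 58.4% in cheek, where 36.6%, 35.5% and 36.1% of all altered genes fell. Without the assignment with most altered genes, it was 58.5%, 56.3% and 74.1%. This alternative was chosen after the data had been seen. Signatures set by the threshold in the pairs of mice gave few altered genes. Of these, 108 of 114 fell in abdomen (94.74%, with 112 from 1 assignment), 6 of 8 in back (75%) and 10 of 11 in cheek (90.91%).

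**Figure D2:**
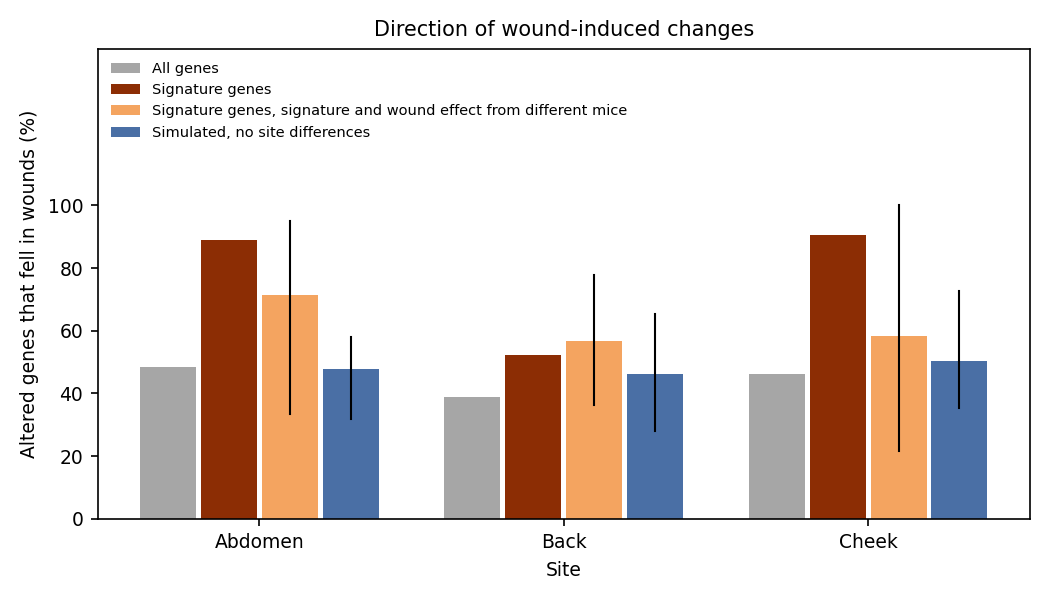
Percent of wound-altered genes that fell, by site, for all genes, for signature genes, for signature genes with the signature and the wound effect from different mice, and for data simulated without differences between sites. Bars start at 0 and lines give the range over the assignments of mice or over the simulations, and the abdomen bars stand at 48.6%, 89.1%, 71.5% and 47.7%.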

We observed that more than one‐third of signature genes were altered in the wound context and, remarkably, 89% (abdomen), 63% (back) and 64% (cheek) of those changes were downregulated (Figure 4B, supplementary material, Table S5), whereas the global wound‐induced changes were essentially evenly split between up‐ and downregulated. 

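The direction of change was also counted by whether a signature gene was high or low at its site in unwounded skin. In abdomen, 48 of 49 altered high genes (98.0%) fell, as did 1 of 5 altered low genes (20%). In back, 9 of 9 high genes fell and 2 of 13 low genes (15.4%). In cheek, 10 of 11 high genes (90.9%) and 8 of 9 low genes (88.9%) fell. In data simulated without site differences, where the signature and the wound effect share their unwounded libraries, 68.5% of high and 26.0% of low genes fell in abdomen, 68.6% and 24.6% in back, and 72.6% and 23.3% in cheek. With the signature and the wound effect taken from different mice, 61 of 74 high and 55 of 86 low genes fell in abdomen, 36 of 41 and 12 of 45 in back, and 18 of 38 and 22 of 32 in cheek. Single assignments of mice decided 2 of these values. Without the assignment with most low genes, 2 of 31 low genes fell in abdomen, and without that with most high genes, 17 of 19 high genes fell in cheek.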

Taken together, these findings strongly support the hypothesis that repairing tissue is returning to an embryonic‐like (less differentiated) state. Yet, importantly, hierarchical clustering of the full dataset informs us that this does not result in the samples/sites becoming more similar to one another and indeed the sites remain transcriptionally distinct, consistent with embryonic origin (Figure 4C).

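The mean distance (1 minus Pearson's r) between libraries of different sites was 0.0269 among wounds and 0.0422 among unwounded skin. The difference, -0.0153, had p = 0.084 in a permutation test that swapped wound and unwounded libraries within mice over all 4096 combinations (two-sided, smallest possible p 0.000488). Over other correlation-based distances and pseudocounts p was between 0.061 and 0.097, and with Euclidean distance it was 0.029. The distance within sites was also shorter in wounds (0.0193 against 0.0302), and the ratio of between-site to within-site distance was 1.39 in wounds and 1.40 in unwounded skin. The mean silhouette width by site was 0.175 in wounds (exact permutation test over the 5775 divisions, one-sided, p = 0.00052). Clustering of the 24 libraries divided into 6 branches placed 16 of 24 with their site and state by average linkage and 17 by complete linkage, when each branch was given to 1 group. By average linkage all back and cheek wounds and the wound of abdomen mouse 1 shared a branch, and by complete linkage all abdomen and back wounds did. From the developmental genes in the wound signatures, those induced at single sites, and the fall of signature genes against an even split over all genes, the paper reasons that repairing tissue returns towards a less differentiated state like that of the embryo. From the clustering in Fig. 4C, it concludes that the sites nevertheless stay distinct and do not grow more alike.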

**Figure 4:**
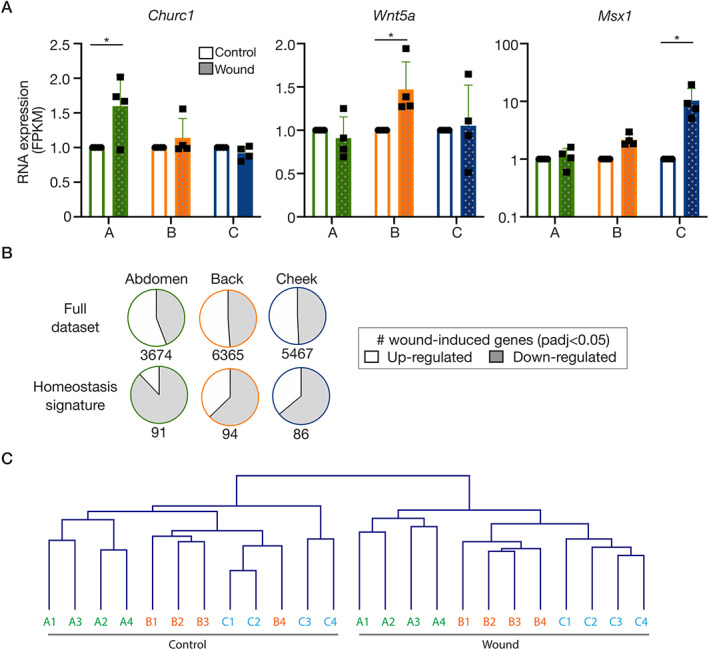
Dermal repair re‐enacts embryonic gene expression programmes. (A) RNA expression (FPKM) of ‘developmental genes’ differentially induced across sites. (B) Pie charts illustrating the directionality of change of all genes significantly altered in wounds versus unwounded samples (padj < 0.05; upregulated: open; downregulated: shaded). Top row: full dataset; bottom row: site signatures in homeostasis from Figure 1. (C) Hierarchical clustering of the samples based on the entire RNA‐seq dataset, showing that the sites remain distinct during a wound response. Abbreviations and colour‐coding: A, abdomen (lateral plate mesoderm‐derived; green); B, back (paraxial mesoderm‐derived; orange); C, cheek (craniofacial, neural crest‐derived; blue).

## Discussion

There are remarkable variations in the skin depending on the anatomical site, from hair follicle and blood vessel density to disease susceptibility; however, there is scant cellular and molecular information about the extent of the differences and the functional implications. We hypothesise that the embryonic origin of the dermis underpins regional characteristics of skin. A focus on the dermal layer is warranted by its integral contribution to skin functionality: it provides instructive cues to the epidermis during embryonic development, dictating the patterning of epidermal appendages [4]; and its ECM determines the physical features of the skin, such as flexibility in health and stiffness in scars.

We have compared three anatomical sites representing the distinct embryonic tissues from which the dermis can arise: abdomen (lateral plate mesoderm‐derived), back (paraxial mesoderm‐derived) and cheek (craniofacial, neural crest‐derived), during homeostasis and wound repair using RNA‐seq, histology and fibroblast cultures. Our analysis comparing the transcriptomes of skin in homeostasis revealed approximately 15% variation, which demonstrates both remarkable convergences, yet considerable persistent dissimilarity. Within the site‐specific signatures there were numerous examples of genes representing the distinct embryonic development of the tissue at that site, including *Tbx5* (abdomen), *Zic1* (back) and a broad lack of *Hox* gene expression (cheek), establishing that adult skin retains a memory of its embryonic history. Although there are significant reports that distinct fibroblast lineages may lose some features of their phenotype in cell culture [30, 31], we found that cells cultured from the dermis can retain key markers of the different sites. We suggest that the examples where expression did not persist (e.g. *Hoxb6* in back fibroblasts) can be informative about cell plasticity and will improve our understanding of cell culture models.

We next investigated the functional importance of the anatomical variations of skin in the context of wound repair, which is generally accepted to vary with site, although we do not yet understand how and why. We analysed the transcriptome of day 3 wound tissue, a timepoint selected to focus on the fibroblasts repopulating the wound bed [32]. As anticipated from other transcriptional profiling experiments of wound repair [33, 34], we observed dramatic changes in the transcriptome upon wounding, with 10–15% changing compared with the unwounded tissue. There was a large number of wound‐induced gene expression changes common to all three sites, but unexpectedly, more genes had site‐specific wound responses. Comparisons between the wound beds and between the wound‐induced genes revealed site‐specific signatures suggestive of variations in cell proliferation, cell migration and ECM composition. A future analysis of the full wound healing time course will be informative as to whether these reflect qualitative differences in the healing response across sites or altered dynamics.

The more reliable emigration of the cheek cells from explants in culture, which suggests a greater migratory capacity, is consistent with their developmental origin; neural crest cells are an inherently migratory cell population that emerge from the neural tube during early development and then disperse to sites throughout the embryo [35, 36]. The ECM was also strikingly different between sites. Collectively, the RNA‐seq data, the measurements of soluble and insoluble collagen and the enzymatic digestibility of the tissue indicate a more stable ECM in the back and less stable in the cheek. The architecture of the ECM, which encompasses both composition and organisation, is profoundly influential on resident cell behaviour [37], thus we predict that these extensive differences will contribute to anatomical variations in skin functionality.

Site comparisons of the wound bed histology highlighted interesting differences in the mode of repopulating the lost tissue that are predicted to affect the ECM and scarring outcomes. We observed deep fascia contributing to the new tissue within abdominal and dorsal wounds, as was recently described [26], whereas tissue repopulating the cheek wound beds seems to arise from wound‐adjacent dermis superficial to the muscle layer. Consistent with the bulk of deep fascial fibroblasts being *En1*‐positive [26], we also detected more *En1* expression in the abdominal and back wounds compared with the cheek. This is anticipated to be of functional significant, as *En1*‐positive fibroblasts contribute significantly to scarring [7]. These observations may in part reflect regional variations in tissue architecture that have been described for facial skin (e.g. insertion of muscles of facial expression in the dermis, close proximity and association of the dermis with the underlying periosteum and bone, presence of deep adventitia [38, 39]), but this is the first indication that these structural differences may have important consequences to wound healing.

For many years, wound repair has been described to recapitulate development; however, this statement has referred to the wounded epithelium, likening its repair to developmental epithelial fusion events such as neural tube and palate closures [40]. It is not yet known whether this is also true of the dermis, but this has the potential to at least partially explain anatomical differences in *in vivo* wound repair. Our data excitingly revealed site‐specific wound‐induced expression of numerous relevant developmental genes (e.g. *Churc1* in abdominal wounds, *Wnt5a* in back wounds and *Msx1* in cheek wounds) and also uncovered that a large majority of the genes making up the site‐specific signatures in homeostasis are downregulated during wound repair, yet remain distinct. Together, these findings indicate that the dermis partly re‐enacts embryonic programmes during its repair.

This work demonstrates that adult skin, in homeostasis and during a wound response, varies significantly with anatomical site. Many of the transcriptional differences we describe echo the distinct developmental histories of the dermal fibroblasts. Although some distinct mechanisms of development of the ventral, dorsal and cranial dermis have been described [41, 42, 43], additional research into dermis development, its anatomical variations and its implications for complex tissue characteristics, such as immune composition [44] and microbiome [45], is required. Similarly, it will be valuable to determine whether the neural crest origin of connective tissue in the oral cavity influences its special healing properties [46, 47, 48].

Our findings have broad practical implications for how we study and understand skin biology, wound healing and dermatological diseases. For example, the site of tissue origin of dermal fibroblasts derived for cell culture is very rarely specified; also, mouse models with dorsal wounds are most common and practical but may not be representative of all skin repair processes. In addition to informing refinement of *in vitro* and *in vivo* experimental wound models, this work has the potential to add a new dimension to the emerging knowledge about fibroblast heterogeneity, improve our understanding of site‐specific skin diseases, as well as uncover information about cells and their scaffolds that can be harnessed for improved wound treatments and regenerative medicine.

## Author contributions statement

IU, PJ, LA, FNK, CH, VS and HS performed laboratory work and data analysis. ML and AG helped conceive/design the study, participated in data analysis, and critically revised the manuscript. TJS helped conceive/design the study, coordinated and carried out laboratory work and drafted the manuscript. All authors gave final approval for publication.

## Supporting information

**Figure S1.** Distinct and common wound responses across anatomical sites
**Figure S2.** Anatomical variations in dermal ECM Click here for additional data file.

**Table S1.** Excel file of transcriptional signatures of anatomical sites in homeostasis (related to Figure 1) Click here for additional data file.

**Table S2.** Excel file of development terms in all site‐specific signatures (related to Figures 1 and 4) Click here for additional data file.

**Table S3.** Excel file of transcriptional signatures of anatomical sites during wound repair (related to Figures 2, 3., 4) Click here for additional data file.

**Table S4.** Excel file of ECM terms in all site‐specific signatures (related to Figures 2 and S1) Click here for additional data file.

**Table S5.** Excel file of wound‐induced changes to site‐specific signatures (related to Figure 4) Click here for additional data file.

## Data Availability

The full RNA‐seq dataset is accessible at: GSE151850 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151850).

## References

[1] McGrath JA , Uitto J . Anatomy and organization of human skin In Rook's Textbook of Dermatology (8th edn), Burns T , Breathnach S , Cox N , *et al* (eds). Wiley‐Blackwell: Oxford, 2010.

[2] Ferguson MW , O'Kane S . Scar‐free healing: from embryonic mechanisms to adult therapeutic intervention. Philos Trans R Soc Lond B Biol Sci 2004; 359 **:** 839–850.1529381110.1098/rstb.2004.1475PMC1693363

[3] Ospelt C , Frank‐Bertoncelj M . Why location matters – site‐specific factors in rheumatic diseases. Nat Rev Rheumatol 2017; 13 **:** 433–442.2861573310.1038/nrrheum.2017.96

[4] Zwilling E . Interaction between ectoderm and mesoderm in duck‐chicken limb bud chimaeras. J Exp Zool 1959; 142 **:** 521–532.1378903510.1002/jez.1401420124

[5] Shaw TJ , Rognoni E . Dissecting fibroblast heterogeneity in health and fibrotic disease. Curr Rheumatol Rep 2020; 22 **:** 33.3256211310.1007/s11926-020-00903-wPMC7305072

[6] Driskell RR , Lichtenberger BM , Hoste E , *et al* Distinct fibroblast lineages determine dermal architecture in skin development and repair. Nature 2013; 504 **:** 277–281.2433628710.1038/nature12783PMC3868929

[7] Rinkevich Y , Walmsley GG , Hu MS , *et al* Skin fibrosis. Identification and isolation of a dermal lineage with intrinsic fibrogenic potential. Science 2015; 348 **:** aaa2151.2588336110.1126/science.aaa2151PMC5088503

[8] Chang HY , Chi JT , Dudoit S , *et al* Diversity, topographic differentiation, and positional memory in human fibroblasts. Proc Natl Acad Sci U S A 2002; 99 **:** 12877–12882.1229762210.1073/pnas.162488599PMC130553

[9] Rinn JL , Bondre C , Gladstone HB , *et al* Anatomic demarcation by positional variation in fibroblast gene expression programs. PLoS Genet 2006; 2 **:** e119.1689545010.1371/journal.pgen.0020119PMC1523235

[10] Kim D , Langmead B , Salzberg SL . HISAT: a fast spliced aligner with low memory requirements. Nat Methods 2015; 12 **:** 357–360.2575114210.1038/nmeth.3317PMC4655817

[11] Langmead B , Salzberg SL . Fast gapped‐read alignment with Bowtie 2. Nat Methods 2012; 9 **:** 357–359.2238828610.1038/nmeth.1923PMC3322381

[12] Li B , Dewey CN . RSEM: accurate transcript quantification from RNA‐Seq data with or without a reference genome. BMC Bioinform 2011; 12 **:** 323.10.1186/1471-2105-12-323PMC316356521816040

[13] Love MI , Huber W , Anders S . Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 2014; 15 **:** 550.2551628110.1186/s13059-014-0550-8PMC4302049

[14] Saeed AI , Sharov V , White J , *et al* TM4: a free, open‐source system for microarray data management and analysis. Biotechniques 2003; 34 **:** 374–378.1261325910.2144/03342mt01

[15] Raudvere U , Kolberg L , Kuzmin I , *et al* g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res 2019; 47 **:** W191–W198.3106645310.1093/nar/gkz369PMC6602461

[16] Kaukonen R , Jacquemet G , Hamidi H , *et al* Cell‐derived matrices for studying cell proliferation and directional migration in a complex 3D microenvironment. Nat Protoc 2017; 12 **:** 2376–2390.2904842210.1038/nprot.2017.107

[17] Schindelin J , Arganda‐Carreras I , Frise E , *et al* Fiji: an open‐source platform for biological‐image analysis. Nat Methods 2012; 9 **:** 676–682.2274377210.1038/nmeth.2019PMC3855844

[18] Bickley SR , Logan MP . Regulatory modulation of the T‐box gene Tbx5 links development, evolution, and adaptation of the sternum. Proc Natl Acad Sci U S A 2014; 111 **:** 17917–17922.2546897210.1073/pnas.1409913111PMC4273354

[19] Kawanishi T , Kaneko T , Moriyama Y , *et al* Modular development of the teleost trunk along the dorsoventral axis and zic1/zic4 as selector genes in the dorsal module. Development 2013; 140 **:** 1486–1496.2346247110.1242/dev.088567

[20] Trainor PA . Making headway: the roles of Hox genes and neural crest cells in craniofacial development. ScientificWorldJournal 2003; 3 **:** 240–264.1280611010.1100/tsw.2003.11PMC5974867

[21] Favier B , Dolle P . Developmental functions of mammalian Hox genes. Mol Hum Reprod 1997; 3 **:** 115–131.923971710.1093/molehr/3.2.115

[22] Whitfield ML , George LK , Grant GD , *et al* Common markers of proliferation. Nat Rev Cancer 2006; 6 **:** 99–106.1649106910.1038/nrc1802

[23] De Bellard ME , Rao Y , Bronner‐Fraser M . Dual function of Slit2 in repulsion and enhanced migration of trunk, but not vagal, neural crest cells. J Cell Biol 2003; 162 **:** 269–279.1287627610.1083/jcb.200301041PMC2172792

[24] Miyahara T , Murai A , Tanaka T , *et al* Age‐related differences in human skin collagen: solubility in solvent, susceptibility to pepsin digestion, and the spectrum of the solubilized polymeric collagen molecules. J Gerontol 1982; 37 **:** 651–655.681336810.1093/geronj/37.6.651

[25] Mostaço‐Guidolin L , Rosin NL , Hackett TL . Imaging collagen in scar tissue: developments in second harmonic generation microscopy for biomedical applications. Int J Mol Sci 2017; 18 **:** 1772.10.3390/ijms18081772PMC557816128809791

[26] Correa‐Gallegos D , Jiang D , Christ S , *et al* Patch repair of deep wounds by mobilized fascia. Nature 2019; 576 **:** 287–292.3177651010.1038/s41586-019-1794-y

[27] Londin ER , Mentzer L , Sirotkin HI . Churchill regulates cell movement and mesoderm specification by repressing Nodal signaling. BMC Dev Biol 2007; 7 **:** 120.1798002510.1186/1471-213X-7-120PMC2180179

[28] Sweetman D , Wagstaff L , Cooper O , *et al* The migration of paraxial and lateral plate mesoderm cells emerging from the late primitive streak is controlled by different Wnt signals. BMC Dev Biol 2008; 8 **:** 63.1854101210.1186/1471-213X-8-63PMC2435575

[29] Thomas T , Kurihara H , Yamagishi H , *et al* A signaling cascade involving endothelin‐1, dHAND and msx1 regulates development of neural‐crest‐derived branchial arch mesenchyme. Development 1998; 125 **:** 3005–3014.967157510.1242/dev.125.16.3005

[30] Philippeos C , Telerman SB , Oules B , *et al* Spatial and single‐cell transcriptional profiling identifies functionally distinct human dermal fibroblast subpopulations. J Invest Dermatol 2018; 138 **:** 811–825.2939124910.1016/j.jid.2018.01.016PMC5869055

[31] Walmsley GG , Rinkevich Y , Hu MS , *et al* Live fibroblast harvest reveals surface marker shift in vitro. Tissue Eng Part C Methods 2015; 21 **:** 314–321.2527577810.1089/ten.tec.2014.0118PMC4346232

[32] Shaw TJ , Martin P . Wound repair at a glance. J Cell Sci 2009; 122 **:** 3209–3213.1972663010.1242/jcs.031187PMC2736861

[33] Cooper L , Johnson C , Burslem F , *et al* Wound healing and inflammation genes revealed by array analysis of 'macrophageless' PU.1 null mice. Genome Biol 2005; 6 **:** R5.1564209710.1186/gb-2004-6-1-r5PMC549066

[34] Shook BA , Wasko RR , Rivera‐Gonzalez GC , *et al* Myofibroblast proliferation and heterogeneity are supported by macrophages during skin repair. Science 2018; 362 **:** eaar2971.3046714410.1126/science.aar2971PMC6684198

[35] Szabó A , Mayor R . Mechanisms of neural crest migration. Annu Rev Genet 2018; 52 **:** 43–63.3047644710.1146/annurev-genet-120417-031559

[36] Graham A . The neural crest. Curr Biol 2003; 13 **:** R381–R384.1274784610.1016/s0960-9822(03)00315-4

[37] Caplan AI . The extracellular matrix is instructive. Bioessays 1986; 5 **:** 129–132.356672510.1002/bies.950050309

[38] Nash LG , Phillips MN , Nicholson H , *et al* Skin ligaments: regional distribution and variation in morphology. Clin Anat 2004; 17 **:** 287–293.1510833110.1002/ca.10203

[39] Arda O , Göksügür N , Tüzün Y . Basic histological structure and functions of facial skin. Clin Dermatol 2014; 32 **:** 3–13.2431437310.1016/j.clindermatol.2013.05.021

[40] Martin P , Parkhurst SM . Parallels between tissue repair and embryo morphogenesis. Development 2004; 131 **:** 3021–3034.1519716010.1242/dev.01253

[41] Tran TH , Jarrell A , Zentner GE , *et al* Role of canonical Wnt signaling/β‐catenin via Dermo1 in cranial dermal cell development. Development 2010; 137 **:** 3973–3984.2098040410.1242/dev.056473PMC2976281

[42] Ohtola J , Myers J , Akhtar‐Zaidi B , *et al* β‐Catenin has sequential roles in the survival and specification of ventral dermis. Development 2008; 135 **:** 2321–2329.1853992510.1242/dev.021170PMC2732188

[43] Atit R , Sgaier SK , Mohamed OA , *et al* Beta‐catenin activation is necessary and sufficient to specify the dorsal dermal fate in the mouse. Dev Biol 2006; 296 **:** 164–176.1673069310.1016/j.ydbio.2006.04.449

[44] Tong PL , Roediger B , Kolesnikoff N , *et al* The skin immune atlas: three‐dimensional analysis of cutaneous leukocyte subsets by multiphoton microscopy. J Invest Dermatol 2015; 135 **:** 84–93.2500704410.1038/jid.2014.289PMC4268113

[45] Grice EA , Segre JA . The skin microbiome. Nat Rev Microbiol 2011; 9 **:** 244–253.2140724110.1038/nrmicro2537PMC3535073

[46] Stephens P , Davies KJ , Occleston N , *et al* Skin and oral fibroblasts exhibit phenotypic differences in extracellular matrix reorganization and matrix metalloproteinase activity. Br J Dermatol 2001; 144 **:** 229–237.1125155210.1046/j.1365-2133.2001.04006.x

[47] Iglesias‐Bartolome R , Uchiyama A , Molinolo AA , *et al* Transcriptional signature primes human oral mucosa for rapid wound healing. Sci Transl Med 2018; 10 **:** eaap8798.3004597910.1126/scitranslmed.aap8798PMC6598699

[48] Peake MA , Caley M , Giles PJ , *et al* Identification of a transcriptional signature for the wound healing continuum. Wound Repair Regen 2014; 22 **:** 399–405.2484433910.1111/wrr.12170PMC4230470

# Supplementary material for: A developmental basis for the anatomical diversity of dermis in homeostasis and wound repair
**Source:** J Pathol. 2020 Dec 4;253(3):315–25. doi: 10.1002/path.5589
**Supplement:** Supplementary file 1 — Figure S1. Distinct and common wound responses across anatomical sites Figure S2. Anatomical variations in dermal ECM

**A developmental basis for the anatomical diversity of dermis in homeostasis and wound repair**

I Usansky *et al. J Pathol* DOI: 10.1002/path.5589

**Supplementary Figures S1,S2**

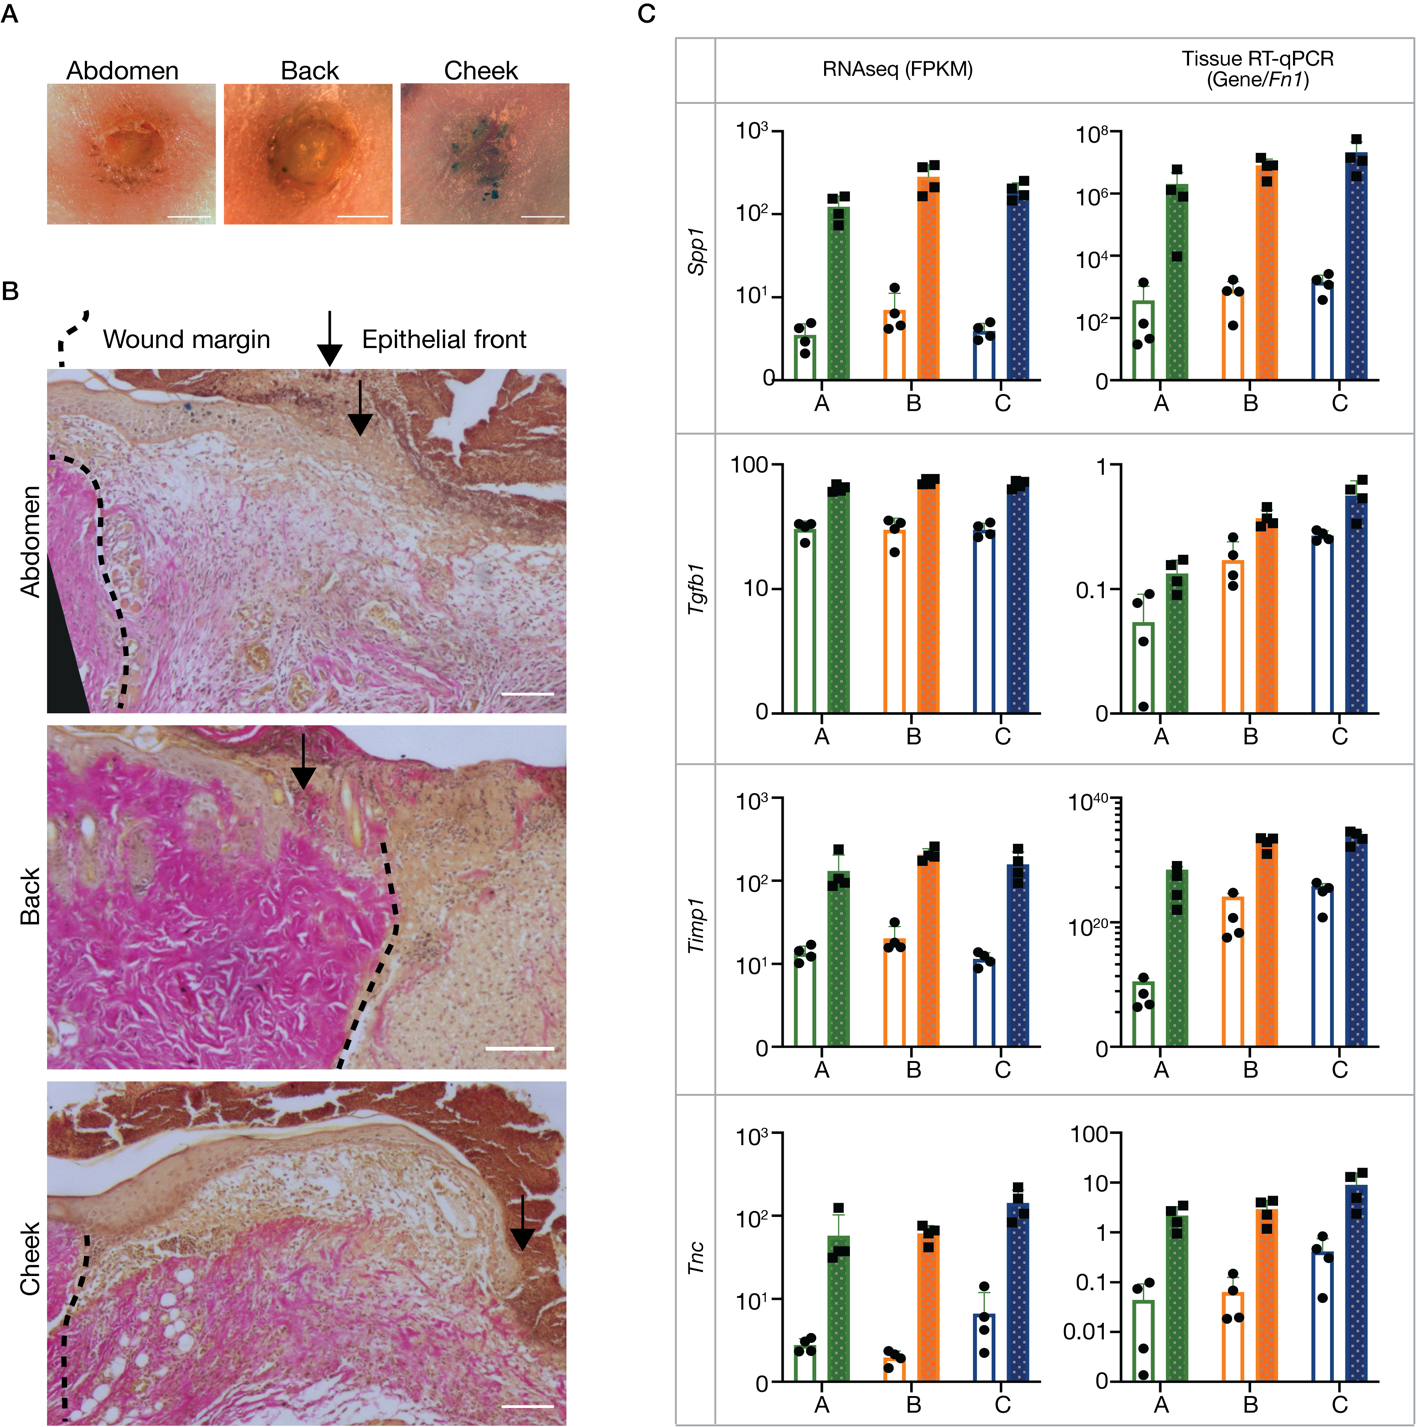

**Figure S1. Distinct and common wound responses across anatomical sites.**

(A) Gross and (B) histological analyses (Haematoxylin Van Gieson) of dermis illustrating anatomically distinct responses to tissue damage. Scale bars: A, 1 mm; B, 200 µm. (C) RNA expression of highly significant wound-induced genes common to all sites, as determined by RNA-seq (FPKM, left column), and RT-qPCR (right column). RT-qPCR bar charts show relative quantification, where concentrations were determined against a standard curve, and results normalised to *Fn1*. Plotted points are skin/wound isolations from 4 mice per anatomical

site. Bars/error bars = mean ± SD.

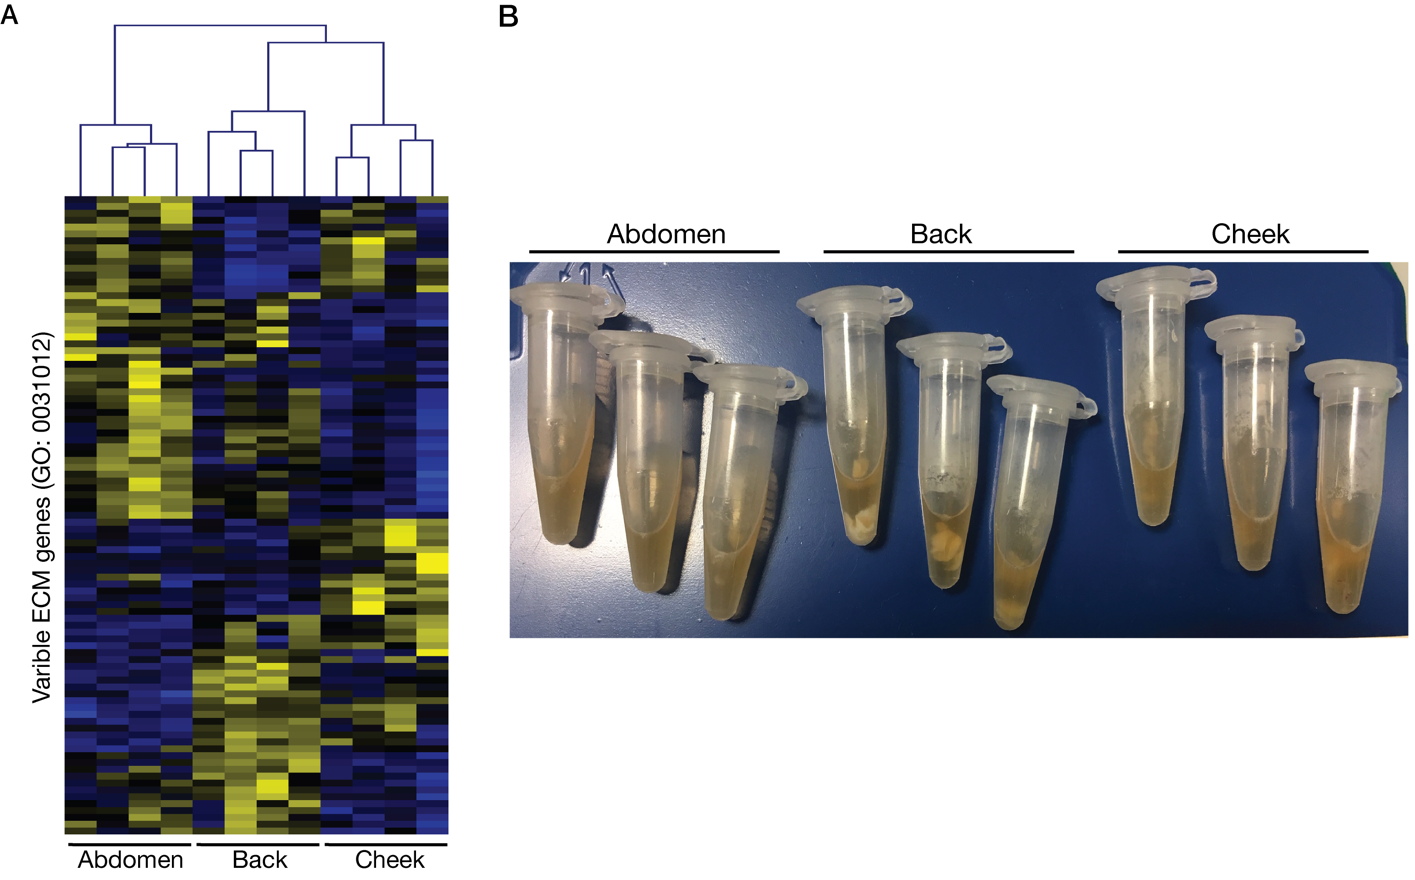

**Figure S2. Anatomical variations in dermal ECM.**

(A) Heatmap and dendrogram displaying the hierarchical clustering of samples based on the expression of the 93 significantly altered (padj<0.05) genes assigned to the ECM GO term (GO:0031012). 

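Average-linkage clustering of the 12 unwounded libraries over the 93 listed genes, with 1 minus Pearson's r of log2(FPKM + 0.5) as the distance, placed 9 of the 12 libraries with their site when divided into 3 branches.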

(B) Photograph illustrating the extent of enzymatic digestion (after 1 h at 37 oC) of 4 mm biopsy punches of skin from abdomen, back, and cheek, with the back samples still showing clearly intact/undigested tissue.

How the deposited data were processed for this re-analysis (not part of the article)

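RNA was measured in 24 libraries from 12 CD-1 mice, each with an unwounded and a wound library from a single site, with 4 mice per site at abdomen, back and cheek. The wound libraries came from 2 mm punch wounds at day 3. The labels give every library its site, state and mouse number, and 0 per-sample columns were left unused.

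The FPKM values were made for the authors by a sequencing provider. Paired-end reads of 100 bases were filtered, mapped to GRCm38 with HISAT2 and to its transcripts with Bowtie2, and quantified per library with RSEM, without scaling between libraries, and were deposited rounded to 2 decimals. The authors also deposited a table of log2 fold changes and adjusted p-values from DESeq2 for their comparisons, of which 18 columns were read. Those values were used only to compare with the re-derived ones, and their unit was read from the headers. The log2 fold changes of the authors correlated with the re-derived ones, across genes that are not independent replicates, with r between 0.886 and 0.959 for the 9 comparisons.

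Values were analysed as log2(FPKM + 0.5) with limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3), with a trend in the prior variance and robust estimation. Genes with at least 0.5 FPKM in at least 4 libraries of a fit were tested. Sites were compared within the 12 unwounded and within the 12 wound libraries. Wound effects were estimated over all 24 libraries with a term for each mouse. The p values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05 between sites and of 0.001 for wound-induced genes, the thresholds of the paper. A moderated F test of the differences between the 3 wound effects tested whether the response differed between sites. Single genes were also tested by exact permutation of FPKM values, 4 libraries against 4 (smallest two-sided p 0.029) or by sign changes within the 4 mice.

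The genes named in the text were set by a rule. They are every gene that the paper names for an RNA-seq measurement, the 2 genes with the largest rise and the 2 with the largest fall in each site signature and among the shared wound genes whose libraries did not overlap or whose 4 mice changed the same way, and the 3 genes with the smallest p in the F test. Degs2, Hoxa10, the insulin genes and the globin genes were named after their values were seen.

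Marker genes of skeletal muscle, regenerating muscle, adipocytes, growing hair follicle, interfollicular epidermis, sebaceous gland, salivary or lacrimal gland, neutrophils, macrophages, fibroblasts, B cells, T cells, red blood cells, female sex, male sex and proliferation were listed before the data were examined, and a list of pancreas genes afterwards. A further list made beforehand was part of the same tests, and its result is not reported here. A list's score in a library is the sum, over its genes, of the deviation of log2(FPKM + 0.5) from the gene's mean over the 24 libraries. No gene is on more than 1 list.

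FPKM values hold no counts, so absolute depth and counting error are unknown. From the lowest values of 49 genes that lay near a common step, depth relative to the other libraries was between 0.922 and 1.044, a rough estimate. Whether the labels place both libraries of a mouse together was checked on the deviations of tested genes from the means of their groups. The wound and the unwounded library of a mouse correlated across genes with a mean r of 0.322 in abdomen, 0.348 in back and 0.281 in cheek (lowest -0.030, in abdomen), against -0.108, -0.116 and -0.0958 for libraries of different mice of the site.

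The models were tested on simulated data in which 200 genes were changed by a log2 fold change of 1. Of these, 164 (82%) entered the signature of the changed site, with 1 other gene. Wound effects at the threshold of 0.001 were called for 152 (76%), a response that differs between sites for 160 (80%), with 8 other genes, and a wound effect shared by the 3 sites for 126 (63%). Where no difference in response was simulated, 0 genes were called.

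The alternatives were other pseudocounts, no filter or a filter of 1 FPKM, median-ratio scaling, quantile normalization, moderation without trend and robustness, other model terms and sets of libraries, the gene lists of the paper, and each mouse left out in turn. A range given over the other settings does not include the fits that left out a mouse. Gene Ontology enrichment, quantitative PCR, histology and imaging were not re-analysed, since their inputs are not among the expression tables.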

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

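The tests on pancreas, globin and hair follicle genes, those on tissue content for genes whose response differed between sites, and the counts over other splits of the libraries were chosen only after the result was seen, while the remaining tests were chosen beforehand.

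A library lay far from the 3 others of its group in 19 of 289 groups of 4 libraries (chance gives 14.45), 9 of 187 groups of named genes (chance 9.35) and 10 of 102 groups of marker lists (chance 5.1). The measure is the gap to the nearest library divided by the range of the group, and the groups given here are those above Dixon's 95% critical value for 4 libraries. Only groups that enter a reported comparison were counted for named genes, a restriction set after the values had been seen. Over every group of the named genes, 28 of 367 were above the value (chance 18.35). For genes near 0 it has little meaning. Hoxb6 in unwounded cheek had a ratio of 1, from 0.09 FPKM in mouse 4 against 0 in the others, and Cxcl2 had a ratio of 1 in unwounded abdomen and of 1 in unwounded back, each from 0.06 FPKM in a single library against 0. Wnt2 had a ratio of 0.968 in back wounds, where mouse 3 had 2.71 FPKM against 4.62 to 4.7, and of 0.874 in cheek wounds, where mouse 1 had 2.74 FPKM against 0.61 to 0.77. In abdomen wounds Tnc had a ratio of 0.873, set by 124.8 FPKM in mouse 1. Wnt5a had a ratio of 0.853 in back wounds (mouse 3 with 7.71 FPKM against 5.97 to 6.2), Abca8a of 0.857 in cheek wounds (mouse 1 with 7.55 FPKM against 3.32 to 3.75) and Tgfb1 of 0.841 in unwounded abdomen (mouse 4 with 23.48 FPKM against 31.52 to 33.32). Among the groups compared, as many genes stood out as chance gives, and no explanation was tested for them.

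Among the marker lists, the adipocyte score had a ratio of 0.831 in unwounded abdomen (mouse 3 at 9.61 against 4.953 to 5.741) and of 0.871 in cheek wounds (mouse 1 at 3.832 against -8.728 to -7.107). The T cell score had ratios of 0.887 in abdomen wounds (mouse 1 at -0.9958 against 1.012 to 1.267) and of 0.832 in back wounds (mouse 3 at 0.8641 against -1.582 to -1.172). The neutrophil score had a ratio of 0.872 in unwounded back (mouse 4 at -18.37 against -14.15 to -13.53), and the pancreas score of 0.992 in cheek wounds (mouse 4 at -12.84 against -11.64 to -11.63), where the genes are near 0. No technical or biological explanation was tested for these libraries.

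The growing hair follicle score stood out in both libraries of back mouse 2, with a ratio of 0.905 in unwounded skin (24.92 against -8.756 to -5.563) and of 0.942 in the wound (9.403 against -7.943 to -6.929). The score of unwounded cheek mouse 4 was higher still, at 96.88. A library of another site under the cheek label would carry Hox genes, and 0 of the 19 Hox genes of Fig. 1F in unwounded cheek mouse 4 reached the lowest unwounded abdomen or back library. In cheek mouse 4 the wound did not share the high score. It had the lowest score of the cheek wounds, -8.848, with Krt71 at 0.05 FPKM against 1651 in the unwounded skin. A hair cycle at a different phase in the skin of these mice stays open as a biological explanation and was not tested. For cheek mouse 4 it rests on the unwounded library alone.

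The red blood cell score had a ratio of 0.934 in abdomen wounds (mouse 3 at -7.626 against 6.254 to 7.235) and of 0.895 in unwounded cheek (mouse 1 at 3.85 against -10.52 to -9.005). These follow the globin genes. Hbb-bs was under 5 FPKM in 5 mice, Hbb-b1 in 2 mice, and 5 mice had both genes, while 0 libraries had neither. All 12 mice had the same state in both of their libraries. This is consistent with a variant of the beta-globin genes that differs between mice of this outbred stock and maps poorly to the reference, and a difference in blood content would not remove a single one of these genes.

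The wound response differed between sites for 3 genes in the F test. Abcc3 had a limma adjusted p of 0.0006381 over the 3 sites and of 0.000154 for cheek against abdomen, where the difference in log2 fold change was 1.69 and all 4 cheek mice were above all 4 abdomen mice. Hand2 had a limma adjusted p of 0.04262 over the 3 sites and of 0.01815 for cheek against back, at a difference of -1.74 with no overlap of mice, and Gm21320 had the same values at a difference of 2.31 with no overlap. The latter value rose above 0.05 for Hand2 without back mouse 1, 2 or 3 or cheek mouse 1, 3 or 4, and for Gm21320 without back mouse 1, 2 or 3 or cheek mouse 3 or 4, at most to 0.0888 for both (without cheek mouse 3). Over the other settings it ranged from 0.011 to 0.079 and from 0.011 to 0.99, the highest each time with no replicate block. Degs2, with log2 fold changes of 2.76 in abdomen, 4.61 in back and 1.43 in cheek, had a limma adjusted p of 0.01815 for cheek against back, and Hoxa10, with -0.66, -1.52 and -0.02, had 0.02031. Of 100 splits of the mice into groups of 4, 3 gave as many genes in the F test, the real one included, and the others gave 4 and 447 genes. Since wounding also changed muscle, fat and follicle content, the changes of these scores were added to the model. The largest unadjusted p of the 3 genes was then 0.0004327, and their limma adjusted p values were 0.0726, 0.121 and 0.167, with 4 genes past the threshold over all tested genes. The genes had been chosen for the pattern and the added terms leave few degrees of freedom, so a difference in tissue loss cannot be told apart from a difference in response. Reads shared with related genes may also affect Gm21320, and a difference between sites in the response of the tissue was not tested further.

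Transcripts of the pancreas, which the paper does not discuss, were present in 5 libraries, unwounded back mice 1 and 3 and the wounds of abdomen mice 2, 3 and 4. Ins2 was at 95.33 FPKM or more in these libraries (highest 310) and at 0 in all others. Ins1 was at 30.1 to 96.9 FPKM and the exocrine gene Amy2a5 at 10.4 to 15.1. All 20 genes of the list were higher in each of the 5 libraries than in any of the other 19. The ratio of the summed FPKM of the 6 endocrine genes to that of the 14 exocrine genes was between 3.385 and 7.859, a 2.322-fold range. The highest was that of the wound of abdomen mouse 2, and the 4 others lay between 3.385 and 4.374, a 1.292-fold range. Across the 20 genes, which are not independent replicates, the 5 libraries correlated with r between 0.9696 and 0.9932, which does not by itself show equal proportions. Between the libraries with the highest and the lowest ratio, the endocrine genes differed by 1.284- to 3.094-fold and the exocrine genes by 0.7638- to 2.149-fold, so the same mixture and different mixtures in the 5 libraries cannot be told apart. Of the 5 libraries 2 were unwounded, and 9 wound libraries lacked the transcripts, which argues against induction by wounding. Pancreas RNA or reads mixed into these libraries during preparation or sequencing stay open, since all 20 genes rose together but equal proportions between them were not shown. No other biological explanation was tested.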

How the results depend on the processing

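No test in this part was chosen only after the result was seen, apart from the signature of the same size from different mice and the leave-out values of separation and distance, which were added as alternatives afterwards, and the limit within which a share counts as unmoved, which was replaced after values had been seen. Of the counts, shares and separations, 182 values under other settings stayed within their limits, 47 moved and 1 became stronger. With a mouse left out, 195 stayed and 93 moved. Of the single genes, 1222 values under other settings kept their direction and side of the threshold, 37 became weaker, 21 stronger and 5 reversed. With a mouse left out, these were 1494, 111, 22 and 13. The cause was not tested unless named.

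The number of genes whose wound response differs between sites, 3, was 1 with pseudocount 0.1, 9 with pseudocount 1, 5 with median-ratio scaling, 5 with quantile normalization, 8 with plain moderation and 1 with no replicate block. It could not be run with each site on its own. With median-ratio scaling, the abdomen signature held 60 genes and the cheek wound signature 121. The share of altered genes that fell was then 48.39% in back and 50.33% in cheek over all genes and 73.68% and 76.92% among signature genes. With quantile normalization, the cheek wound signature held 110 genes, and the shares were 59.00%, 54.17% and 54.44% in abdomen, back and cheek over all genes and 93.44%, 70.59% and 76.92% among signature genes. With plain moderation, the abdomen wound signature held 59 genes.

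The mouse number is shared across sites by different animals. Used as a replicate block across sites, it gave 412 genes differing between sites, 58 and 27 genes in the abdomen and back signatures, 16 ECM genes, and 12, 7 and 83 genes in the wound signatures. Libraries of different sites with the same number correlated across genes with a mean r between -0.174 and 0.0179. Each pair of sites on its own 8 libraries gave 36 genes in the abdomen signature and 21 in the abdomen wound signature, with fewer libraries to estimate the variance. All 24 libraries in 1 fit gave 2802 genes differing between sites, signatures of 511, 338 and 229 genes, 56 ECM genes and wound signatures of 38, 13 and 66 genes. With no replicate block, 38.07% of altered back genes fell. Each site on its own 8 libraries gave 67 wound-induced genes in abdomen, 248 in cheek and 26 shared ones.

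Among altered signature genes, 68.18% fell in cheek with the lists of Table S1. With the signature from a pair of mice and the wound effect from the others, 94.74% fell in abdomen (108 of 114 genes, 112 of them from 1 of the 6 assignments, and 3 assignments gave signature genes) and 75.00% in back (6 of 8 genes). With a signature of the same size 71.52% fell in abdomen and 58.44% in cheek. The tree of the 12 unwounded libraries placed 12 with their site over the differing genes. With Euclidean distance, the sites were closer in wounds by -13.63 (permutation p = 0.029).

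Over the 12 fits that each left out a mouse, genes differing between sites ranged from 254 (without abdomen mouse 2) to 1049 (without abdomen mouse 4). The signatures ranged from 16 (abdomen mouse 3) to 233 (abdomen mouse 4) in abdomen, from 23 (back mouse 2) to 57 (abdomen mouse 4) in back and from 24 (cheek mouse 2) to 57 (abdomen mouse 4) in cheek, and the ECM genes from 12 (abdomen mouse 2) to 37 (abdomen mouse 4). Of the Hox genes, 16 to 19 were lower in cheek than in abdomen and 16 to 18 than in back. Wound signatures ranged from 11 (abdomen mouse 3) to 183 (abdomen mouse 1), from 4 (back mouse 2) to 29 (abdomen mouse 1) and from 40 (back mouse 4) to 295 (back mouse 1). Wound-induced genes ranged from 293 (abdomen mouse 3) to 833 (cheek mouse 4) in abdomen, from 910 (back mouse 2) to 2322 (abdomen mouse 1) in back and from 543 (cheek mouse 2) to 1503 (abdomen mouse 1) in cheek. Shared ones ranged from 272 (abdomen mouse 3) to 563 (cheek mouse 4). Genes whose response differs ranged from 1 (abdomen mouse 3) to 315 (abdomen mouse 1). The share of all altered genes that fell ranged from 44.4% (abdomen mouse 1) to 49.26% in abdomen, from 37.11% to 39.9% in back and from 38.7% (cheek mouse 3) to 47.35% in cheek. Among signature genes it ranged from 60.87% (abdomen mouse 1) to 95.83% (back mouse 2), from 47.37% (cheek mouse 1) to 77.78% (back mouse 2) and from 81.82% to 88.24%. Separation ranged from 0.1377 to 0.2027 and the difference in distance from -0.01827 to -0.009593. Of the wound comparisons of single genes, 24 to 32 passed the threshold.

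Directions of some small effects reversed. With median-ratio scaling the wound effect in back was -0.009125 for Slit2 and -0.00324 for Hand2. With quantile normalization it was -0.03784 for Slit2 in abdomen, -0.02584 for Slit2 in back and -0.03216 for Hand2 in back. With a mouse left out, Hoxb6 in back against abdomen ranged from -0.04103 to 0.2923, Slit2 in abdomen from -0.04339 to 0.07278 and in back from -0.05793 to 0.1269, Wnt5a in cheek from -0.2905 to 0.2401, Msx1 in abdomen from -0.1011 to 0.2895 and Hand2 in back from -0.02603 to 0.05356. The difference in the wound effect of Mki67 ranged from -0.3129 to 0.4699 for cheek against abdomen and from -0.4715 to 0.3113 for cheek against back. All of these had a limma adjusted p above 0.29. Since depth is unknown, how far counting error limits genes near 0 FPKM, such as Col22a1, Foxl2 and Nkx2-5, could not be determined.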

Differences from the paper's values

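In unwounded skin, 686 genes differed between sites, against the paper's 2901. Of the alternatives set before the data were examined, only the fit of all 24 libraries (2802 genes) closed the gap. The paper's calls came from DESeq2 and those here from limma on log2-transformed FPKM. None of the alternatives used DESeq2, so how far the method explains this and the other gaps in counts was not tested. The authors also called 312 of the 373 genes called here for back against abdomen, 348 of 358 for cheek against abdomen and 137 of 147 for cheek against back. The homeostasis signatures held 100, 50 and 48 genes in abdomen, back and cheek, against the paper's 262, 163 and 191 in Table S1. The abdomen gap was closed without abdomen mouse 4 (233 genes), the cheek gap by the fit of all 24 libraries (229 genes) and the back gap by none. Of the paper's 93 ECM genes, 36 passed the threshold, and none of the alternatives closed this gap.

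Wound-induced genes numbered 715, 2074 and 1254 in abdomen, back and cheek, against the paper's 1517, 3643 and 2572, and none of the alternatives closed these gaps. The wound signatures held 103, 25 and 207 genes, against the paper's 225, 117 and 737 in Table S3. The abdomen gap was closed without abdomen mouse 1 (183 genes) or mouse 4, and the others by none. In abdomen, 55% of the signature genes were altered in wounds, against the paper's 34.7%. This gap was closed without abdomen mouse 1, without abdomen mouse 4, with no replicate block, with each site on its own 8 libraries and with the lists of Table S1.

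The paper states that Msx1 was induced in cheek wounds. Its level fell by 1.13 on the log2 scale (limma adjusted p = 0.0071, in 4 of 4 mice), and the authors' deposited table also lists a negative value, -1.38. The size of the fall changed with the mice, as the log2 fold change ranged from -1.355 to -0.74 with each mouse left out.

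For Mki67 in wounds the paper gives a higher level in cheek, and the limma adjusted p was 0.076 against abdomen and 0.097 against back, at log2 fold changes of 0.50 and 0.51 with overlapping libraries. The authors' deposited adjusted p values are 0.116 and 0.0631. The proliferation genes Top2a, Mcm2, Mybl2 and Ccnb1 were not past 0.05 either, except Top2a against abdomen without cheek mouse 1 (0.046, where the other settings gave 0.096 to 0.426).

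Among wound genes that the paper lists as higher in back, Wnt2 had limma adjusted p values of 0.096 against abdomen and 0.056 against cheek, at differences of 1.45 and -1.59 (cheek against back). The latter was past 0.05 with pseudocount 1, with each pair of sites on its own, with all 24 libraries in 1 fit, and without abdomen mouse 1, abdomen mouse 3 or cheek mouse 1 (0.028, where the other settings gave 0.039 to 0.084). Gpc3 against abdomen had 0.058 at 0.66 and was past 0.05 with median-ratio scaling (0.046, range 0.046 to 0.132), with quantile normalization and without abdomen mouse 4. Sfrp4 against abdomen had 0.235 at 0.87 and was past 0.05 with each pair of sites on its own (0.035, range 0.035 to 0.369) and without cheek mouse 1 (0.033). All 4 back libraries were above all abdomen libraries for these 3 genes. Wnt5a, which the paper gives as induced in back, had 0.066 at 0.49 in 4 of 4 mice, and was past 0.05 with back on its own 8 libraries (0.011, range 0.011 to 0.116) and without cheek mouse 1 (0.037) or 4 (0.018). Foxl2 and Nkx2-5 in cheek wounds were called only without the filter on low values, an alternative chosen for them after seeing the values. The same holds for Col22a1 in unwounded back against abdomen, while against cheek its limma adjusted p without the filter was 0.099.

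For unwounded skin the paper gives Col1a1 and Sparc as higher in back and Postn, Prelp and Loxl1 as lower in cheek. Col1a1 had limma adjusted p values of 0.22 against abdomen and 0.052 against cheek, the latter past 0.05 with median-ratio scaling (0.028), plain moderation, all 24 libraries in 1 fit and without abdomen mouse 4, over a range of 0.024 to 0.251. Sparc had 0.28 and 0.087, the latter past 0.05 with all 24 libraries in 1 fit (0.025, range 0.025 to 0.49). Postn had 0.10 against abdomen and 0.17 against back, the former past 0.05 with all 24 libraries in 1 fit (0.031, range 0.031 to 0.157) and without abdomen mouse 1. Prelp against abdomen had 0.071, past 0.05 without abdomen mouse 4 (0.047, where the other settings gave 0.055 to 0.146). Loxl1 had 0.31 against abdomen and 0.087 against back, the latter past 0.05 with all 24 libraries in 1 fit (0.011, range 0.011 to 0.135).

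The paper gives Slit2 as induced in cheek only and Churc1 in abdomen only. The differences between sites had limma adjusted p values of 0.28 and 0.37 for Slit2 (0.68 and 0.64 on the log2 scale) and of 0.33 and 0.29 for Churc1 (-0.46 and -0.74), and those of Churc1 were 0.042 and 0.025 without abdomen mouse 1, where the other settings gave 0.292 to 0.419 and 0.279 to 0.400. The paper describes a clear separation of the sites by the genes that differed between them. A tree over such genes placed 12 of 12 libraries with their site, and one over all tested genes 7 of 12.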

Other observations

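The tests on other splits of the libraries, the simulated shares at the observed numbers of high and low genes, those under scaling and without each mouse, the follicle content needed in cheek wounds and the follicle score without back mouse 2 were chosen only after the result was seen, while the other tests in this part were chosen beforehand.

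Other splits of the libraries into groups of the same sizes were counted for each number of genes past a threshold. Of 100 splits, only the real one, 1 of 100, gave as many genes differing between sites in unwounded skin (the highest other split gave 143), as large a signature at abdomen, at back and at cheek, as large a wound signature at each site, and as many shared wound-induced genes. It was also 1 of 100 for the listed ECM genes and for the Hox genes of Fig. 1F lower in cheek, but the study had chosen both lists for differing between these groups, so these counts do not test a grouping by chance. For wound-induced genes at a single site there are 8 splits, and 1 of 8 gave as many in abdomen, in back and in cheek, a share that cannot fall under 0.05.

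Whether the sites differed through technical causes was tested for unwounded skin. The Y-linked genes Ddx3y (at least 8.51 FPKM) and Eif2s3y (at least 24.2 FPKM) were present in all 24 libraries, so sex does not explain the differences. If a few abundant genes shifted all others, scaling would remove the differences. With median-ratio scaling 496 genes and with quantile normalization 638 genes differed between sites. The mean silhouette width by site, 0.170, fell to 0.02578 (permutation p = 0.031) with the scores of skeletal muscle, adipocytes and growing hair follicle regressed out. Different amounts of these tissues in the punches may carry part or all of the separation over all genes. How much they carry is not settled. The scores may not remove all tissue content, and regressing out scores that differ between sites also removes other differences between sites.

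Higher proliferation genes in cheek were tested against hair follicles in growth. Over the 12 unwounded libraries, the proliferation and follicle scores, each relative to its site, correlated with r = 0.7543 (permutation p = 0.047, adjusted 0.094 over 2 relations) and rho = 0.448 (permutation p = 0.256, adjusted 0.323), and with r = 0.851 without the 2 farthest libraries. Within unwounded cheek, mice 3 and 4 had follicle scores of 13.06 and 96.88 and proliferation scores of 2.94 and 7.257. Mice 1 and 2 had follicle scores of -6.606 and -6.457 and proliferation scores of -6.905 and -7.774. Unwounded back mouse 2 went the other way, with 24.92 and -6.086. Follicles in growth cannot be told apart from other causes in unwounded cheek, since few libraries had raised follicle scores and the relation over all 12 did not hold by rank. In wounds, the follicle score of cheek differed from that of abdomen by 0.4545 (exact permutation test, two-sided, p = 0.57) and from that of back by -4.427 (p = 0.40 in the same exact test), or by -0.23 without back mouse 2. The scores correlated with r = -0.0205 (permutation p = 0.941) and rho = -0.273 (permutation p = 0.323), with r = -0.167 without the 2 farthest libraries. The proliferation score of cheek wounds was 2.90 above abdomen and 3.14 above back (exact p = 0.11 and 0.086), within the spread between mice. With unwounded cheek mouse 4 as the measure of growing follicles, the mean excess of the 8 proliferation genes in cheek wounds over the other wounds would need between 20.05% and 41.41% of the follicle content of that library. At the lowest of these shares Krt71 would stand at 331.1 FPKM and Krt25 at 227.2, where the highest cheek wound had 0.34 and 0.1, and 0 of the 12 follicle genes reached the level needed in any cheek wound. This argues against follicles like those of unwounded cheek mouse 4 as the source of the excess in cheek wounds. Unwounded cheek mouse 3 had Top2a at 16.98 and Mcm2 at 14.1 FPKM with Krt71 at 3.06 and Krt25 at 5.74. The levels needed therefore depend on the library taken as the measure, and follicles with lower levels of these follicle genes were not tested.

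The share of altered signature genes that fell was tested against the use of the same unwounded libraries for the signature and the wound effect. In 20 simulations without site differences, the share was 47.7% in abdomen (highest 57.89%), 46.3% in back (highest 65.38%) and 50.4% in cheek (highest 72.73%), where 44.7% of all altered genes fell. The observed shares of 89.1% and 90.5% in abdomen and cheek lay above the highest, and that of 52.2% in back lay within. Simulated genes high at their site fell more often than low ones, and most altered abdomen genes were high. At the observed numbers of high and low genes, the simulated share was 64.1% in abdomen (highest 74.21%), 43.1% in back (highest 61.89%) and 50.7% in cheek (highest 67.19%), where 90.7%, 50% and 90% were observed. With signatures of the same size from different mice, the share exceeded that of all genes in 6, 6 and 5 of the 6 assignments, and ranged from 33.3% to 94.9%, from 36.4% to 77.8% and from 21.7% to 100%. The rule for reading this test was settled after the simulation was seen, and under the earlier rule the cheek result would have stayed undecided. The simulated mice were also analysed under each scaling and without each mouse, with signatures of the size observed there. Under both scalings the shares of abdomen and cheek lay above all simulations, at the observed numbers of high and low genes too. That of back did not at these numbers, with 73.68% under median-ratio scaling and 70.59% under quantile normalization, where the highest simulations gave 88.52% and 88.24%. Without a mouse, the share lay above all simulations on both counts in 7 of 12 fits for abdomen, 1 of 12 for back (without back mouse 1) and 10 of 12 for cheek. Without abdomen mouse 1, 62.22% of the altered high and low genes fell in abdomen, where the highest simulation gave 62.52%. In cheek at least 81.82% fell in every fit without a mouse, and the 2 fits not above all simulations, without back mouse 1 and without cheek mouse 2, had 11 and 6 altered genes. By the rule settled afterwards, the cheek share was higher than shared libraries gave in the simulations. With different mice, however, it was 58.4%, and single assignments ranged more widely than the simulations (35.3% to 72.7%). How far shared libraries carry the cheek share is therefore not settled. In abdomen, where the outcome changed without mouse 1, and in back, shared libraries and a real fall cannot be told apart.

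Wounding also changed the content of these tissues. The muscle score fell in 4 of 4 mice in back and in cheek but in 2 of 4 in abdomen, where it rose in mice 2 and 3 (mean change -7.61, exact sign-flip test, two-sided, p = 0.75). The adipocyte score fell in 4 of 4 mice at each site, and the follicle score in 3 of 4 in abdomen, 3 of 4 in back and 4 of 4 in cheek. With the changes of the muscle, adipocyte and follicle scores as terms of the model, 0 signature genes were altered in abdomen, 0 in back and 0 in cheek, and over all genes 0, 0 and 19 were. Counting falls of any size, 64.0%, 38.0% and 52.1% of the signature genes then fell, against 49.3%, 43.3% and 44.8% of all genes. Without these terms it was 76%, 46% and 70.8% of the signature genes. Since the added terms left almost no gene past the threshold, a change in these tissues and a loss of site identity cannot be told apart.

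The marker lists were compared between groups in 153 exact tests, and the lowest adjusted p was 0.294. Mean scores are given in the order unwounded abdomen, abdomen wound, unwounded back, back wound, unwounded cheek and cheek wound, with the FPKM of the most abundant genes. All genes of a list were found in the table except where stated, and skin holds most of these cell types, so no list is specific to a contaminant except that of the pancreas. For skeletal muscle the scores were -7.25, -14.9, 15.7, -10.5, 18.0 and -1.06 (Acta1 2981, 1344, 7849, 1702, 5749 and 2474; Tnnt3 1256, 497, 3035, 630, 3130 and 963), with abdomen mice 2 and 3 at -41.2 and -16.8 in unwounded skin. For regenerating muscle they were -12.6, 10.8, -10.2, 11.2, -9.39 and 10.1 (Myog 28.6, 28.5 and 35.4 and Mymk 24.3, 28.7 and 29.1 in abdomen, back and cheek wounds). For adipocytes they were 6.48, -5.36, 7.68, -6.83, 3.17 and -5.14 (Car3 1212, 401, 3070, 533, 1234 and 512; Cfd 910, 297, 1017, 236, 850 and 294). For growing hair follicle they were -6.38, -8.07, 1.03, -3.19, 24.2 and -7.62 (Krt71 at 1651 and Krt25 at 1133 in unwounded cheek mouse 4). For interfollicular epidermis they were 0.848, 2.10, -0.772, 0.699, -3.11 and 0.234 (Krt14 4960, 5388 and 4866 and Krtdap 3424, 2999 and 2487 in wounds). For sebaceous gland they were 3.82, 2.29, -1.72, -0.628, -0.603 and -3.16 (Mgst1 568, 344 and 358 and Far2 277, 176 and 189 in unwounded skin).

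For salivary or lacrimal gland, with 5 of 10 genes in the table, scores were 1.26, -0.908, 0.585, -1.01, 0.846 and -0.767 (Amy1 15.6, 13.5 and 16.7 in unwounded skin, Bpifa2 at most 0.66). Neutrophil scores were -12.9, 12.5, -14.9, 15.8, -16.0 and 15.6 (S100a9 645, 748 and 552 and S100a8 475, 462 and 328 in wounds). Macrophage scores were -2.04, 0.775, -2.63, 3.21, -2.34 and 3.02 (C1qa 252, 320 and 267 and C1qb 234, 321 and 252 in wounds). Fibroblast scores were 2.50, -1.15, 1.74, -0.880, -0.0393 and -2.17 (Col1a2 4779, 6112 and 3454 and Col3a1 4077, 4610 and 3375 in unwounded skin). B cell scores were 0.148, 0.647, -0.706, 0.793, -1.21 and 0.331 (Cd79b at most 1.97 and Cd79a at most 0.365 on average). T cell scores, with 4 of 5 genes in the table, were 2.18, 0.622, -0.057, -0.799, -0.413 and -1.53 (Cd3g 31.9, 23.3 and 21.0 and Cd2 5.28, 3.07 and 4.12 in unwounded skin). Red blood cell scores were 0.981, 3.04, 4.49, 2.85, -6.50 and -4.85 (Hba-a1 626, 1139 and 725 and Hbb-bs 209, 272 and 40.5 in unwounded skin). Of the female list 0 of 2 genes were in the table. Male scores were 0.385, -0.648, -0.352, -1.16, 0.973 and 0.806. Proliferation scores were -4.99, 3.13, -5.95, 2.89, -1.12 and 6.03 (Top2a 7.50, 6.42 and 13.4 and Mcm2 7.81, 6.76 and 10.8 in unwounded skin). Pancreas scores were -13.1, 33.8, 16.1, -11.6, -13.3 and -11.9.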
